# The Effect of Anti-browning Agent Activated Carbon and Polyvinyl Pyrrolidone on the Rooting of Embryo Seedlings of “FengDan” and Its Transcriptome Analysis

**DOI:** 10.3389/fpls.2022.832619

**Published:** 2022-03-21

**Authors:** Xia Chen, Chao Yu, Jingtao Nie, Hongmin Yang, Wen Ji, Gangwei Xu, Huijun Zhu, Songheng Jin, Xiangtao Zhu

**Keywords:** *Paeonia suffruticosa* Andr., embryo seedling, anti-browning agent, root, transcriptome

## Abstract

Peony is an excellent ornamental, medicinal, and oily plant. Its traditional seed propagation methods have the disadvantages of low propagation coefficient, long seedling cycle, and low seedling emergence rate, which severely restrict the supply of seedlings for the peony industry. Efficient tissue culture technology is an important basis for accelerating its breeding and reproduction, and *in vitro* seed embryo culturing into seedlings can also effectively avoid the above problems. However, the browning phenomenon caused by man-made damage in the process of seed embryo stripping leads to problems such as low induction rate and difficulty in rooting, and the relationship between anti-browning agents and seed embryo root formation is still unclear. This study intends to improve the induction rate of peony seedlings by using different anti-browning agents and different combinations and to clarify the relationship between anti-browning agents and seedling rooting using transcriptome sequencing methods. The results show that both anti-browning agents, activated carbon (AC) and polyvinyl pyrrolidone (PVP), can increase the germination rate of seed embryos. Testing with 0.9 g/L of AC showed excellent performance of peony rooting rate and seedling growth, but only AC and the combination of AC and PVP can further promote rooting development. Through transcriptome analysis, we found that the AC vs. control check (CK), AC vs. PVP, and PVP vs. AC and PVP groups have significantly more differentially expressed genes than the AC vs. AC and PVP groups. Pathway enrichment analysis shows that “phenylpropanoid biosynthesis”/“cutin, suberin, and wax biosynthesis” is significantly enriched in these groups, while the AC vs. AC and PVP groups are mainly enriched in “cytochrome P450,” indicating that AC may promote the further development of roots into seedlings by stimulating “phenylpropanoid biosynthesis” and biosynthesis of stratum cutin and suberin. This study can lay the foundation for understanding the potential molecular mechanism of the anti-browning agent promoting the rooting of seed embryo seedlings and also provide a theoretical basis for perfecting the construction of the peony tissue culture and rapid propagation system.

## Introduction

Peony (*Paeonia suffruticosa* Andr.) has excellent garden ornamental value and medicinal value (Li et al., 2015). The current peony propagation method is mainly seed propagation, attached to grafting, ramets, cuttings, and other asexual propagation (Yang, 2009; Yang et al., 2015; Zhu et al., 2018), and its low reproduction coefficient, long seedling cycle, low seedling emergence, and uneven quality (Wang, 2016) have made the current supply of seedlings a bottleneck, restricting the development of the peony industry. As a new method of plant propagation, tissue culture technology has been widely popularized. The advantage is that it can multiply a large number of fine varieties in a short period of time, breaking the limitations of traditional breeding techniques and can use genetic transformation technology to cultivate new varieties of peony (Li et al., 2018). Therefore, solving the problems in the conventional breeding process of peony through tissue culture technology will be an inevitable trend for the development of peony to commercialization and industrialization, and it is also an effective measure to accelerate its reproduction and breeding (Xiu et al., 2017). This study on peony tissue culture technology mainly focuses on callus induction, suitable growth regulator ratio, explant selection, transplantation and domestication, etc. (Li et al., 2008; Cheng et al., 2019; Ma X. L. et al., 2019; Huang, 2020; Shi et al., 2021; Zhang et al., 2021). Although certain progress has been made, there are still problems in the process of peony tissue culture, such as serious pollution, prone to browning and vitrification in the subculture, difficulty in rooting, and low survival rate of transplanting (Jia and Liu, 2014), which result in the failure to establish an efficient and stable system and are unable to provide assistance to the actual production.

Studies have shown that using seed embryos as explants for *in vitro* culture can not only effectively avoid the above problems but also enable the embryos to germinate into seedlings quickly and advance the germination time, and it is of great significance to save hybrid embryo abortion, relieve seed dormancy, advance the breeding cycle, and increase the germination rate (Yu et al., 2013; He, 2019; Lian et al., 2020). The seed embryo culture technology has been successful in many crops and horticultural plants (Li et al., 2020; Ongagna et al., 2020; Bhatia et al., 2021), and research has also been done in the rapid propagation of peony. For example, Liu et al. (2011) used the peony variety “FengDan” as the material to explore the rapid growth technology of mature embryos through the combination of different hormones and basic media and has found that adding 1.5 mg/L of 6-BA and 1.0 mg/L of NAA to 1/2 Murashige and Skoog (MS) medium had the best effect. Nevertheless, this technology still has many unresolved problems such as low induction rate, poor growth, and development of test-tube plantlets, difficulty in rooting, and low survival rate after transplanting. Among them, the browning phenomenon caused by artificial damage during the process of stripping embryos leads to a low induction rate and difficulty in rooting, which are important factors that restrict and affect the rapid growth of seedlings of peony embryos. In tissue culture, browning is caused by the formation of quinones by phenolic acids under the catalysis of a variety of oxidases after plant materials are injured. Quinones produce colored substances through polymerization to cause tissues to become brown, and this brown substance will gradually spread into the culture medium, poisoning the entire tissue (Li et al., 2008). In plants, phenolic substances are closely related to the metabolism of auxin (IAA) (Fu, 2012), which seriously affects the origin and development of plant adventitious roots. Shang et al. (2020) studied the effects of phenolic substances of different types and concentrations on adventitious root formation of peony test-tube seedlings by adding phenolic substances in the rooting medium and have found that exogenous phenolic substances had a higher rooting rate and rooting index on test-tube seedlings than the control. In addition, endogenous phenols can react with IAA under the action of polyphenol oxidase, and the product has auxin activity and can also promote root formation. To a certain extent, this reveals the relationship between endogenous phenolic substance metabolism and root formation during the rooting process of peony test-tube plantlets. Paeonia is a plant species with a high content of phenolic substances, and its body contains a large amount of phenolic acids (Zhang and Fan, 2008); it can be seen that, in the rapid seedling formation technology of peony embryo culture, preventing the oxidative browning of phenolic acids in seed embryos caused by artificial damage is crucial to promoting the rooting of seed embryo seedlings. At present, the main method to prevent browning in tissue culture is to add anti-browning agents, of which activated carbon (AC), polyvinyl pyrrolidone (PVP), vitamin C, sodium thiosulfate, cysteine and ethylene synthesis inhibitor of aminoethoxyvinylglycine (AVG), silver nitrate, and silver thiosulfate (Li et al., 2008), are commonly used, among which, AC and PVP are the most widely used and have better effects. However, the research on the relationship between anti-browning agents and root formation of peony embryo seedlings is still blank.

Therefore, we studied the effects of two browning inhibitors, namely, AC and PVP, and their combination on the browning control during embryo culture of the peony variety “FengDan” and the effect on the rooting of seedling embryos, in order to improve the induction rate of peony embryo rapid seedling; at the same time, we conducted a transcriptome comparative analysis of the root and leaf mixed tissues of different treatments of peony embryo seedlings to understand the potential molecular mechanism of the anti-browning agent to promote the rooting of seedlings, laying a foundation for further research on the rooting mechanism of peony test-tube seedlings and providing a theoretical basis for the construction of the peony rapid propagation system.

## Materials and Methods

### Plant Materials and Culture Conditions

The peony variety “FengDan” was used as the test material and was planted in the Peony Experimental Base of Jiyang College, Zhejiang Agriculture and Forestry University. Fresh seeds with good growth conditions were picked 120 days after flowering as the source of embryonic explants. The seeds were peeled out of the pods for sterilization, washed with detergent, and rinsed under running water for 10 min. They were transferred to the ultra-clean workbench, soaked in 2% of NaClO solution for 20 min, rinsed with sterile water for 3–5 times, sterilized with 75% of alcohol for 10–30 s, rinsed with sterile water for 3–5 times, then placed on a sterile filter paper to absorb the water, carefully peeled off the seed embryo with a scalpel and tweezers, and inoculated in the MS medium where the seed embryo germinates. The composition of different treatment media is shown in Table 1. The pH value was 5.8. After inoculation, the seeds were cultured in the dark for 30 days to observe the growth status of seed embryos, and the germination rates of *in vitro* embryos of “FengDan” seeds in different treatments were counted and then switched to light for 17 h day^–1^ with the light intensity of 30–50 μmol m^–2^ s^–1^, using an LED (70% red light + 30% blue light) at a temperature of 24(±2)°C to observe the rooting situation. A total of 30 biological replicates were prepared for each group, with 4 seed embryos in each replicate. SPSS 20.0 software (IBM, Untied States) was used for statistical analysis.

**TABLE 1:** Composition of media for different treatment combinations.

Group	Basal medium	PVP (g⋅L^–1^)	AC(g⋅L^–1^)
CK		–	–
1P		1.5	–
2P		2.0	–
3P		2.5	–
4P		3.0	–
1A	MS 4.74 g/L	–	0.3
2A	Agar 8.5 g/L	–	0.6
3A	Suc 30.0 g/L	–	0.9
4A	IAA 1.4 mg/L	–	2.0
1P-A		1.5	0.9
2P-A		2.0	0.9
3P-A		2.5	0.9
4P-A		3.0	0.9

*1–4P represents the groups added with different concentrations of PVP; 1–4A represents the groups added with different concentrations of AC; and 1–4P-A represents the groups added with different concentrations of AC and PVP combinations.*

To further analyze the effect mechanism of different types and combinations of anti-browning agents on seed embryo seedling rooting, among different treatment groups, the samples were collected from the group with better germination rates and obvious rooting differences. Each sample is composed of 10 mixed leaves and roots of separate seed embryos. Three biological replicates were paired for each sample, immediately frozen in liquid nitrogen, and stored at −80°C.

### mRNA Isolation and cDNA Library Construction and Transcriptome Sequencing

Total RNA was isolated using a TRIzol total RNA extraction kit (ComWin, Beijing, China), following the instructions of the manufacturer, which yielded >2 μg of total RNA per sample. RNA quality was examined using 0.8% agarose gel electrophoresis and spectrophotometer. High-quality RNA with a 260/280 absorbance ratio of 1.8–2.2 was used for library construction and sequencing. Illumina HiSeq library construction was performed according to the instructions of the manufacturer’ (Illumina, United States). Oligo-dT primers were used to transverse mRNA to obtain cDNA (APExBIO, Cat. No. K1159). cDNA was amplified for the synthesis of the second chain of cDNA. cDNA products were purified using magnetic beads. After library construction, library fragments were enriched by PCR amplification and selected according to a fragment size of 350–550 bp. The library was quality-assessed using an Agilent 2100 Bioanalyzer (Agilent, United States). The library was sequenced using the Illumina NovaSeq 6000 sequencing platform (Paired end150) to generate raw reads (APExBIO Co. Ltd., China).

### *De novo* Transcriptome Assemblies

The raw reads of 12 individual assemblies were filtered to remove low-quality reads and reads containing adapter sequence before performing the assembly using the TrimGalore (version 0.6.4) software.^1^ *De novo* transcriptome assembly was accomplished using the Trinity software (version 2.4.0) (Haas et al., 2013), by which transcripts and unigenes (the longest transcript of a set of transcripts that appear to stem from the same transcription locus) were obtained.

### Quantification for Assembled Transcripts

The assembled transcriptome was used as a reference database, and clean reads were mapped back to the reference transcriptome by using Bowtie (version 1.2.3) (Langmead, 2009), and all assembled unigenes counts were quantified using RSEM (version 1.3.3) (Dewey and Li, 2011). Then, the data were normalized for variation in sequencing depth using the transcripts per million (TPM) method (Patro et al., 2017).

### Functional Annotation of Transcripts

Transcriptome functional annotation was performed using Trinotate pipeline (version 3.2.2) (Bryant et al., 2017). Gene functions of all the assembled unigenes were annotated based on the following databases with a cut-off *E*-value of 1.0 × 10^–5^: Nr (NCBI nonredundant protein sequences), Pfam (protein family), and Swiss-Prot (a manually annotated and reviewed protein sequence database). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation results were retrieved from eggNOG-mapper^2^ and GhostKOALA.^3^

### Sequence Mapping and Differential Expression Analysis

DEGseq2 R package (version 1.28.1) (Love et al., 2014) was used for differential expression analysis using raw read counts. The *P*-value was adjusted using Benjamini–Hochberg methods as adjusted *P*-value. Adjusted *P*-value < 0.05 and | log2 FC (fold change) | > 1 were defined as the threshold for differentially expressed genes (DEGs). Expression profiles of DEGs were examined by functional and pathway enrichment analysis using GO data and KEGG terms. For GO and KEGG enrichment analysis, we used the cluster Profiler R Package (version 3.16.1) (Yu et al., 2012).

### Real-Time Quantitative PCR Verification Analysis

To verify the reliability of the transcriptome information, 19 DEGs were randomly selected for real-time quantitative PCR (qRT-PCR). The selected gene names and primer information are shown in Table 2. RNA extraction and reverse transcription were performed according to the methods described by Chen et al. (2021). The peony ubiquitin (Wang et al., 2012) gene was used as the housekeeping gene (ubiquitin-F: GACCTATACCAAGCCGAAG and ubiquitin-R: CGTTCCAGCACCACAATC), and the relative expression level of the genes was analyzed by qRT-PCR using the applied biosystem PowerUp SYBR Green kit. Three technical replicates for each sample were analyzed. The reaction system is as follows: 50°C for 2 min, 95°C for 2 min, 1 cycle; 95°C for 15 s, 60°C for 15 s, 72°C for 1 min, 40 cycles; 95°C for 15 s, 60°C for 1 min, 95°C for 15 s, 1 cycle.

**TABLE 2:** Primers used in qRT-PCR.

Gene names	Forward primer (5′ to 3′)	Reverse Primer (5′ to 3′)
*TRINITY_DN1028_c0_g1*	GGAGAGTAGGAAGTGGTGGG	ACCTCCTGCACTTCTTCCTC
*TRINITY_DN11050_c1_g1*	GATGGGTCTAGTCCTGCTCC	GGGGACAAACTCATGAGCAC
*TRINITY_DN1323_c0_g1*	CACATTTGCCAGGCTCAACT	AGTTGGGGTGATGATGGGAG
*TRINITY_DN6_c0_g3*	CCTATGGCGACTACTGGAGG	AACTTCTTCTTCCCTCGCCA
*TRINITY_DN42643_c0_g1*	CGTGTCAGTCTTGTGTGTCG	AGGTAGAGAAAGGCACGGAC
*TRINITY_DN960_c0_g1*	TTGCAGTGGGATTAGGGGTC	CAGCTGACTTCAAGCACCTG
*TRINITY_DN10171_c0_g1*	TTGTGCTGCGGTGAAGAAAA	TATTGCAGCGCTTGGGAATG
*TRINITY_DN10_c0_g1*	TCTCCTTAATCTGGCCCACC	ACCGGCACTTACGATTCCTA
*TRINITY_DN12346_c0_g1*	ATGCAGTTGTTGACGTTGCT	GCTGACGTTACACAAGCCAA
*TRINITY_DN1083_c0_g1*	CTTGCAGACACCCACAACTC	AATTAGGGCTTCGGGGATCC
*TRINITY_DN1166_c1_g1*	GCAGCACTGTATCGAAGGTG	ATGGCTGTAACATGCAACCC
*TRINITY_DN11019_c1_g1*	AGGCTGAATCACCCATGGAA	TCCTGCACCTTGTCCGTTAT
*TRINITY_DN1430_c0_g3*	GGGATGGTCAACTGGGAGAA	CTCCTCTCCTTTCCCTGCAA
*TRINITY_DN1131_c0_g1*	ACCCCAAACCCAGATCGATT	GATTTTCCCAGTGACCGACG
*TRINITY_DN16973_c0_g1*	ATGGTCCTAGCTTGCATGGT	GGCATGGGGTTAGGCTTCTA
*TRINITY_DN1271_c0_g1*	AACCCATCCAACTGACCGAT	ATAAGGTCCAGAGGTTGCCG
*TRINITY_DN11889_c1_g1*	CGGATTGAGGTGGAGCGTAT	CTGGTTATGGTTACGGTGCG
*TRINITY_DN15648_c0_g1*	CGTTCGCATGTACAACCCAA	CGTGGATAGGAAGACGGTCA
*TRINITY_DN10081_c0_g1*	GTGTGTCGTCTATTTGCTCGGTCTC	TCTCTGGCCGATGGATGCCCACC

## Results

### Effects of Different Browning Agents on Germination and Rooting of Peony Embryo Seedlings

Figure 1 shows that the germination rate of seedlings after adding the anti-browning agent is significantly higher than that of the CK group. Among them, the germination rate of 3A group can reach 100%, but the seedlings of different treatment groups show different morphologies. The hypocotyls of the embryo seedlings of the CK group were not significantly elongated, the average elongation length was 8.61 mm, the cotyledons and hypocotyls were enlarged, the growth rate was relatively slow, and the rooting rate was 0%. For the group added with PVP anti-browning agent (1P, 2P, 3P, and 4P), the embryonic seedling morphology was similar to that of the control group, the growth of roots was inhibited, there was no significant difference in the average elongation length of hypocotyl between different PVP treatment concentration groups and the CK group, and they have no difference in their growth. For the group added with AC antibrowning agent (1A, 2A, 3A, and 4A), the hypocotyl elongation was obvious, the mean elongation length was significantly longer than the CK and PVP groups (as shown in Figure 1), the cotyledons were not enlarged and were flat and wide at all treatment concentrations, but the effect of promoting rooting was significant, and the rooting rate was 100%. Testing with 0.9 g/L AC showed an excellent performance of peony rooting rate and seedling growth overall. The hypocotyls of the group added with two anti-browning agents (1P-A, 2P-A, 3P-A, and 4PA) were elongated, similar to adding the AC group only, but the hypocotyls were thinner, the cotyledons were smaller, except for 3P-A, the hypocotyl length was not significantly different at other concentrations (Figure 1), and the rooting rate can also reach 100%, indicating that both PVP and AC can increase the seedling induction rate of seed embryo by reducing browning, but only AC has the effect of promoting embryonic seedling hypocotyl elongation and rooting.

**FIGURE 1:**
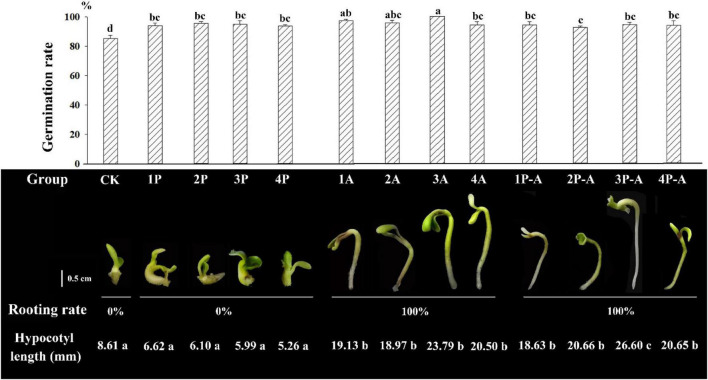
Germination rate, rooting rate, hypocotyl length, and seedling morphology of seed embryos treated with different anti-browning agents. CK represents the control group; 1–4P represents the addition of PVP anti-browning agent groups with concentrations of 1.5, 2.0, 2.5, and 3.0 g•L^–1^, respectively. 1–4A represents the addition of AC anti-browning agent with concentrations of 0.3, 0.6, 0.9, and 2.0 g•L^–1^, respectively. 1–4P-A represents the groups added with 1.5, 2.0, 2.5, and 3.0 g•L^–1^ PVP and 0.9 g•L^–1^ AC anti-browning agent combinations, respectively. Rooting rate (%) = (Number of rooting seedlings/Number of germinated seedlings) × 100%. Different lowercase letters represent significant difference at 0.01 level (Duncan, *P* = 0.01).

### RNA-Seq Analysis and Data Acquisition

Four groups (CK, 2P, 3A, and 3P-A) with better germination rates and obvious rooting differences in different treatment groups (marked directly as CK, PVP, AC, AC, and PVP) were selected for the comparative analysis of transcriptome sequencing. The Read Num and Base Num produced by 12 samples are shown in Table 3, and the Q20 percentages were over 90%, and the GC (number of G/C bases as a percentage of the total number of bases) percentages were over 45%.

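The 12 libraries came from peony "FengDan" seedlings raised from seed embryos and made up 4 groups of 3. CK held no anti-browning agent, PVP held 2 g/L polyvinyl pyrrolidone (a polymer that binds phenolics), AC held 0.9 g/L activated carbon (an adsorbent), and AC and PVP held 0.9 g/L of the first and 2.5 g/L of the second. Each sample pooled 10 embryos, so a p-value here measures the spread between such pools within groups, estimated from all 4 groups together. The paper names leaves and roots as the tissue, whereas the sample labels name roots, stems and leaves and give 30 days after rooting for all 4 groups, CK and PVP included. The authors trimmed the reads with TrimGalore, assembled them with Trinity, aligned them with Bowtie and estimated a count per unigene with RSEM. The estimated counts summed to 19446758 to 22966921 per library in CK (median 21323137), 20868648 to 25069044 in PVP (median 24151282), 19758835 to 20305215 in AC (median 19829900) and 11071691 to 19715848 in AC and PVP (median 18068042). These totals are 90.9% to 94.1% of the read pairs of Table 3. The counts were rounded to whole numbers and scaled by TMM factors between 0.752 and 1.46. Groups were compared with edgeR's quasi-likelihood test in one fit of all 12 libraries. A unigene was counted as a DEG at an adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. Levels are given as TMM-scaled CPM, the count relative to the total of the library, as mean and SD over 3 libraries, and log2 fold changes with their standard error (SE). Gene names are Swiss-Prot matches from other species, which Supplementary Tables 2–5 give for 769 of their 1555 unigenes. Every gene list therefore holds unigenes that the study had called on these libraries, and its counts are not independent evidence of a direction. Trinity can split near-identical copies into several unigenes that divide reads between them.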

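Transcripts of seed reserves differed between libraries of the same group. The 14 unigenes of seed storage and oil body proteins, which fill the embryo before germination, summed to 46200 CPM of the library total in CK replicate 2 against 148 and 53.6 CPM in CK replicates 1 and 3. They summed to 37, 41.5 and 264 CPM in the PVP libraries, to 11500, 27300 and 2310 CPM in the AC libraries and to 901, 18400 and 6440 CPM in those with AC and PVP. The 7 late embryogenesis abundant and seed maturation unigenes, which protect drying seeds, summed to 14800 CPM in CK replicate 2 and to 107 and 32.8 CPM in the other CK libraries.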

**TABLE 3:** Base information statistics.

Sample	Read Num	Base Num	Q20 (%)	GC (%)
CK-1	49,145,224	6,748,074,777	97.27	45.61
CK-2	45,773,602	6,305,053,688	97.29	46.36
CK-3	41,531,112	5,722,152,220	97.14	45.87
PVP-1	51,767,768	7,058,031,299	97.39	46.8
PVP-2	54,583,640	7,382,919,737	97.09	46.71
PVP-3	45,214,764	6,193,826,414	97.32	46.83
AC-1	43,164,922	5,875,079,356	97.44	46.24
AC-2	42,173,928	5,845,653,992	97.48	46.44
AC-3	42,522,386	5,873,716,564	97.39	46.52
AC-and-PVP–1	43,128,464	6,044,250,064	96.75	46.23
AC-and-PVP–2	38,896,362	5,403,657,085	97.24	47.2
AC-and-PVP–3	24,363,904	3,415,330,847	90.75	47.08

*Read Num represents the total number of reads; Base Num represents the total number of bases; Q20 represents the percentage of bases with a Phred value greater than 20 to the total bases; and GC represents the number of G/C bases as a percentage of the total number of bases.*

We used Trinity to assemble and select the longest transcript of each gene as a unigene (unigene is the only one obtained after de-redundancy and deduplication of all genes in each sample) and evaluated the assembly quality of all transcripts and unigenes (Table 4). All the sequences were assembled, and a total of 130,956 unigenes were generated. 

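Of the 130956 unigenes, 122141 had a count in at least 1 library and 8815 had none. The 58247 unigenes with a count above 0 in at least 3 of the 12 libraries (44.5%) held 99.922% of all counts and were kept for the tests. The most abundant unigenes were TRINITY_DN301_c0_g1 and TRINITY_DN351_c0_g1, each with 6.4% of all counts, neither of which has a name in Supplementary Tables 2–5. The unnamed TRINITY_DN1514_c0_g1 took 3.96% of all counts, with at most 0.209% of a CK library and up to 9.63% of a PVP library. It differed between libraries of the same group, with 0.276%, 0.136% and 4.41% in AC replicates 1, 2 and 3. These 3 unigenes were chosen after their values were seen. The 10 most abundant unigenes of each library, ranked within it, together took 21.7% to 35.8% of its counts.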

The statistics of the number of genes of different gene sizes are shown in Figure 2; the average length and median length were 515.16 and 293, respectively; the N50 was 724 nt.

**TABLE 4:** Genome assembly quality evaluation.

Index	All	Average length	Median length	Total assembled bases	N50
Transcript	199,689	588.17	337	117,450,803	898
Unigene	130,956	515.16	293	67,462,977	724

*N50 indicates that half of the assembled bases were incorporated into unigenes with a length of at least. All represents the total number of assembled transcripts and Unigene; average length represents the average gene size of the assembled transcript and Unigene; median length represents the median size of all assembled transcripts and Unigene; and total assembled bases represents the number of bases assembled in all transcripts and Unigene.*

**FIGURE 2:**
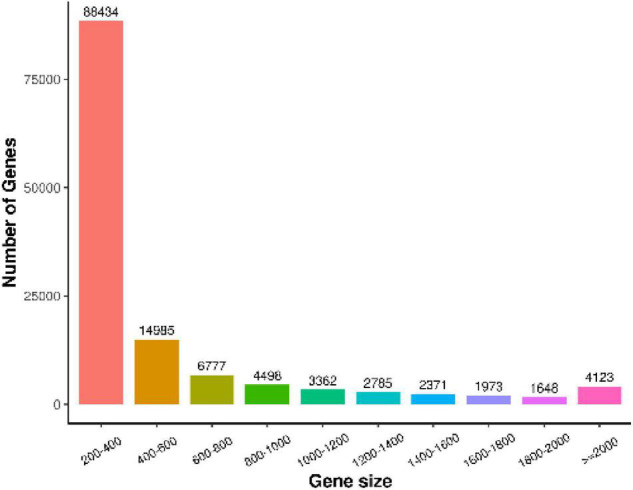
Length distribution statistics of assembly results. *X*-axis represents the range of gene length, and *Y*-axis represents the number of gene lengths within this range.

Five authoritative databases of Swiss-Prot, PFAM, GO, KEGG, and eggNOG have been used to annotate these unigenes. Unigenes 22,483, 28,968, 29,101, 17,281, and 17,885 could be annotated to the eggNOG, GO, KEGG, PFAM, Swiss-Prot, and Swiss-Prot databases, respectively.

We standardized the sequencing depth and gene length and obtained the TPM value of the gene for subsequent analysis. Low-quality genes that were not expressed in more than 80% of the samples were deleted. The TPM values of qualified genes are shown in Supplementary Table 1. Different samples have similar gene expression distribution diagrams (Figure 3A). 

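Over the tested unigenes with a count above 0, the median log10 CPM ran from -0.445 in PVP replicate 2 to -0.199 in AC and PVP replicate 3, the library with the lowest total count. The lower quartile ran from -1.1 to -0.743 in the same 2 libraries, and the upper quartile from 0.324 in PVP replicate 3 to 0.542 in CK replicate 1. The number of unigenes above 1 CPM ran from 12572 in PVP replicate 2 to 16317 in CK replicate 1. CPM stands in for TPM here because unigene lengths were not used.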

At the same time, the TPM expression of all genes in any two samples was used to analyze the correlation between biological replicate samples. The results showed that the Pearson correlation coefficients between the three biological replicate samples in each group were all greater than 0.8. It reveals that the three biological repeats are highly correlated and reproducible, which can be used for gene expression analysis (Figure 3B).

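Across the tested unigenes, Pearson's r of CPM between replicates was 0.886 to 0.96 in CK, 0.93 to 0.962 in PVP, 0.868 to 0.904 in AC and 0.824 to 0.975 in AC and PVP. Between libraries of different groups it was 0.617 to 0.974, and 27 of these 54 pairs lay above the lowest value within a group (32 on log2(CPM + 1), 46 by Spearman's rho). PVP replicate 2 had its highest r, 0.974, with AC and PVP replicate 2. For 6 of 12 libraries the nearest library was a replicate of its own group, for 9 on log2(CPM + 1) and for 8 by Spearman's rho. On log2(CPM + 1) the lowest r within a group was 0.941. On CPM without the 10 unigenes most abundant over all libraries, left out after the values were seen, it was 0.58, with 49 pairs between groups above it. These are correlations across unigenes, which are not independent replicates.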

**FIGURE 3:**
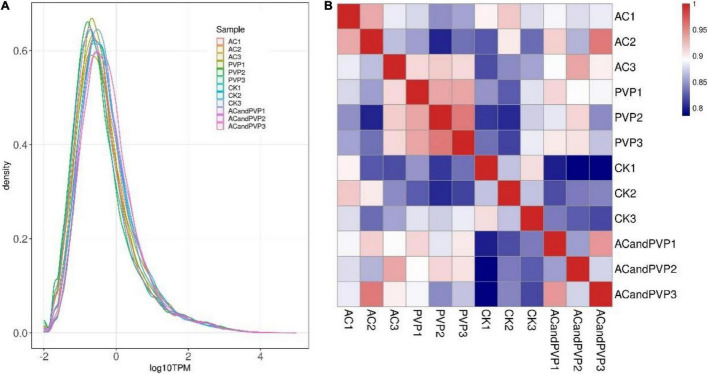
Gene expression abundance distribution map and sample correlation heat map. **(A)** The curves in different colors in the figure represent different samples, with the *X*-axis representing log10 (TPM) of the corresponding gene and the *Y*-axis representing probability density. Generally speaking, the number of differentially expressed genes (DEGs) only accounts for a small part of the whole gene, and a few DEGs have little influence on the distribution of the expression level of samples. In most cases, samples should have a similar distribution of expression levels; **(B)** the closer the correlation coefficient is to 1, the higher the similarity of expression patterns between samples, and the degree of correlation is positively correlated with the depth of color.

### Analysis of Differentially Expressed Genes Between Different Groups

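With a count above 0 in at least 1 library taken as expressed, CK expressed 53774 of the 58247 tested unigenes (92.3%), PVP 49402 (84.8%), AC 47435 (81.4%) and AC and PVP 49262 (84.6%). All 4 groups expressed 34619 of them (59.4%). A count in 1 group alone was found for 188 unigenes in CK, 44 in PVP, 29 in AC and 82 in AC and PVP. These 343 unigenes were scarce, with a median of 0.141 CPM in their highest library, and only 2 of them have a name in Supplementary Tables 2–5. None stood above 1 CPM in every library of its group. The filter admits such a unigene only with a count in all 3 libraries of its group, so the numbers in 1 group alone rest on the filter. With 1 replicate of each group left out and the filter kept, they lay between 454 (AC, without replicate 3) and 2461 (CK, without replicate 1).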

We found that most of the genes were expressed in different groups, and the genes expressed in a group alone are relatively few compared with the total number of genes (Figure 4B), indicating that the addition of different anti-browning agents has little effect on the expression of the total number of genes in embryo seedlings. The number of DEGs between different groups is also relatively small compared with the total number of genes (Supplementary Tables 2–5), but when comparing between different groups, the number and expression of DEGs are significantly different (Figure 4A, the volcano map and heat map of DEG expression between different groups are shown in Supplementary Figures 1,2). Among them, the number of DEGs, whether upregulated or downregulated, between the two groups, AC vs. AC and PVP, is the least (Figure 4A). Moreover, the Venn diagram shows that the number of DEGs only expressed between these two groups is also the least (Figure 4C), indicating that the difference in gene expression between these two groups is small, and the difference between the AC vs. AC and PVP groups and the other comparison groups is that they both added AC.

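In AC vs. CK, several gene lists had members higher with AC by edgeR's test. Besides lipid transfer proteins, lists with calls in this direction alone were 5 of 10 defensins (antimicrobial peptides), 4 of 8 small heat shock proteins (chaperones), 3 of 13 metallothioneins (metal-binding proteins), 2 of 4 leaf polarity regulators and 2 of 17 photosynthesis unigenes. Of 16 Bet v 1 (PR-10) unigenes, another defence family, edgeR called none (6 at an unadjusted p under 0.05; DESeq2 called 2 higher on all libraries and 3 on the 2 groups). Lower with AC were 4 of 21 transposon-related unigenes, 3 of 20 cytochromes P450 and 2 of 6 regulators of root development, with none called higher. Adjusted over the list alone, 8, 5, 7, 4 and 9 members of the first 5 lists were higher, with 1 metallothionein and 3 photosynthesis unigenes lower, and 7, 7 and 5 of the last 3 were lower, with 1, 4 and 1 higher, which is not independent evidence since the study chose the members. The small heat shock proteins summed to 210, 781 and 241 CPM of the library total in CK replicates 1, 2 and 3 and to 1240, 3350 and 244 CPM in the AC replicates, and the defensins to 412, 4940 and 332 and to 1040, 2010 and 1820 CPM; in both groups the highest sum of each list is in the library with the highest sum of seed storage transcripts, CK replicate 2 (46200 CPM) and AC replicate 2 (27300 CPM). TRINITY_DN48538_c0_g1, named after the metallothionein MT1, had a log2 fold change of 10.28 (SE 1.64, adjusted p = 0.02, edgeR), from 0.769 ± 0.161 CPM in CK to 958 ± 1230 CPM with AC. Its AC libraries held 531, 1.04 and 2340 CPM. TRINITY_DN3210_c0_g1, a mitochondrial small heat shock protein (HS26M), rose from 0.323 ± 0.127 to 9.95 ± 9.2 CPM, a log2 fold change of 4.93 (SE 0.65, adjusted p = 0.015, edgeR). The defensin TRINITY_DN8257_c3_g1 (DEF) rose from 56.9 ± 7.06 to 310 ± 146 CPM, and TRINITY_DN76361_c0_g1 (YAB1), a regulator of the lower side of leaves, from 0.0977 ± 0.11 to 1.29 ± 0.335 CPM. TRINITY_DN9537_c0_g2 (MYB93), which restrains lateral root formation in Arabidopsis, had a log2 fold change of -4.13 (SE 0.78, adjusted p = 0.028, edgeR). TRINITY_DN4648_c0_g4 (ASPGB), an asparaginase that releases nitrogen from asparagine, had -4.04 (SE 0.64, adjusted p = 0.023), the P450 TRINITY_DN31378_c0_g1 (C7A15) -3.35 and the transposon polyprotein TRINITY_DN1447_c0_g1 (POLX) -3.37. In all, 189 unigenes (0.324% of those tested) were DEGs in AC vs. CK, 106 higher and 83 lower with AC, a balance that turned to 71 higher and 165 lower when scaled by library sizes only; the shares were 0.263% in AC vs. PVP, 0.0704% in AC and PVP vs. PVP and 0.00687% in AC vs. AC and PVP. Without CK replicates 1, 2 and 3 the count was 10, 415 and 0, and without AC replicates 1, 2 and 3 it was 124, 62 and 8; the photosynthesis count was then 0, 3, 0, 3, 0 and 0 higher, with 1 lower without CK replicate 2, and the 7 other list counts ran from 0 to 1 without CK replicate 1, were 0 without CK replicate 3, and ran from 0 to 6, 0 to 3 and 0 to 2 without AC replicates 1, 2 and 3. Of the 8 unigenes named, 7, 8, 5, 5 and 7 missed the threshold without CK replicate 1, CK replicate 3 and AC replicates 1, 2 and 3, at an adjusted p of up to 0.17.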

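In AC vs. AC and PVP, edgeR called 4 unigenes, 2 higher and 2 lower with AC alone, while 3654 had an unadjusted p under 0.05. Without any change, a share of about 0.05 of the 58247 tested would be expected there. TRINITY_DN10927_c0_g1, named after the translationally controlled tumour protein TCTP, which promotes cell growth, stood at 0.095 ± 0.165 CPM with AC and 31.9 ± 21.9 CPM with AC and PVP, a log2 fold change of -8.1 (SE 0.9, adjusted p = 0.0023, edgeR). TRINITY_DN17180_c0_g1, named after ERD15, an early dehydration-response protein, stood at 0.494 ± 0.302 and 62.8 ± 41 CPM (log2 fold change -7.01, SE 0.83, adjusted p = 0.01). TRINITY_DN2109_c0_g1 (FRO4), a ferric reductase that reduces metal ions at the cell surface, was higher with AC alone, at 20.9 ± 5.46 against 5.15 ± 0.43 CPM (log2 fold change 2.02, SE 0.29, adjusted p = 0.047). The MT1 unigene TRINITY_DN48538_c0_g1 stood at 0.15 ± 0.137 CPM with AC and PVP (log2 fold change 12.75, SE 1.88, adjusted p = 0.047), and was the only one of 13 metallothioneins called; adjusted over the list alone 4 were higher. The call on TCTP held in each of the 6 fits that left out 1 library. Without AC replicate 3 the count was 20, and it was 2 without AC and PVP replicate 1 and 2 without AC and PVP replicate 3; of the 4 unigenes, 3 and 2 missed the threshold without AC replicates 1 and 2, and 2 without each library of AC and PVP, at an adjusted p of 0.076 to 0.74.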

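Of the DEGs of AC vs. AC and PVP, ERD15 TRINITY_DN17180_c0_g1 and FRO4 TRINITY_DN2109_c0_g1 were DEGs in that comparison alone. AC and PVP vs. PVP also had 2 such unigenes, TRINITY_DN1696_c0_g1 and TRINITY_DN97854_c0_g1, which have no name and were chosen after their values were seen. AC vs. CK had 128 and AC vs. PVP had 77, and no unigene was a DEG in all 4 comparisons by edgeR. DESeq2, run on 2 groups at a time, gave 26, 345, 344 and 418 in the same order and 7 in all 4. The comparisons share libraries, so part of an overlap can come from them. In counts simulated without any change, AC vs. CK shared 1 call with AC vs. AC and PVP and none with either of the others. With at most 2 calls per comparison there, this cannot show how much overlap shared libraries make. The simulated log2 fold changes of AC vs. CK had r = 0.502 with AC vs. AC and PVP and 0.518 with AC vs. PVP. With AC and PVP vs. PVP, which shares no library with it, r was 0.000722. Whether the numbers of DEGs differ between comparisons was not tested.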

**FIGURE 4:**
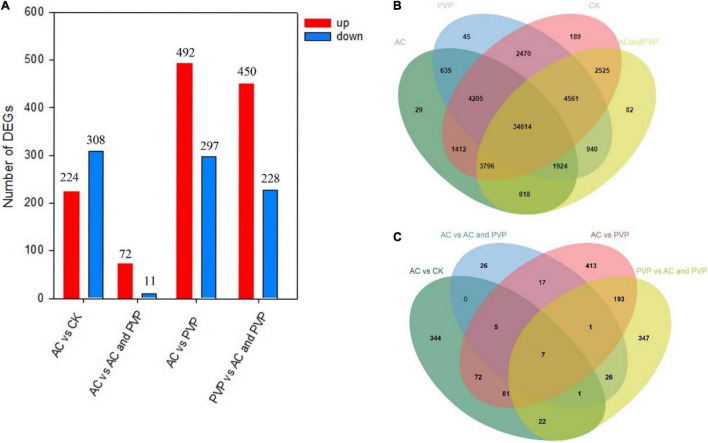
**(A)** The histograms of DEGs between samples; **(B)** Venn diagrams for transcriptome analysis of the expressed genes detected in the four groups; **(C)** Venn diagrams for transcriptome analysis of the DEGs detected between different groups.

### Gene Ontology Functional Classification and Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analyses of Differentially Expressed Genes

The GO functional classification analysis shows that the DEGs between different groups were classified into 50 GO items, which were included in the biological process, the cellular component, and the molecular function, but the GO items compared between different groups were somewhat different [e.g., AC vs. CK group, Figure 5; the GO functional classification of other groups were shown in attached diagrams (Supplementary Figures 3–5)]. It is worth noting that the DEGs among the AC vs. CK, PVP vs. AC and PVP, and AC vs. PVP groups were mainly enriched in the “lipid transport” biological process (Figure 5 and Supplementary Figures 4,5), and the DEGs among the AC vs. AC and PVP groups were mainly enriched in “photosynthesis, light harvesting,” “protein-chromophore linkage,” “nucleosome assembly,” and so on (Supplementary Figure 3).

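Lipid transfer proteins went both ways with AC by edgeR's test. Of 33 non-specific lipid transfer proteins, small secreted carriers of lipids, 6 were higher with AC in AC vs. CK, 4 in AC vs. PVP and 4 in AC and PVP vs. PVP, with none lower. Of 11 lipid transfer proteins with a GPI anchor, which act at the cell surface in cutin and suberin export, 4, 6 and 2 were lower, and 1 was higher in AC vs. CK. Adjusted over the list alone, 24, 7 and 11 of the first list were higher with 1, 6 and 4 lower, and 8, 8 and 8 of the second were lower with 3, 2 and 1 higher; the study chose both lists, so this is not independent evidence. TRINITY_DN1059_c0_g1 (NLTPC) rose from 0.294 ± 0.106 CPM in CK to 301 ± 267 CPM with AC, a log2 fold change of 10 (SE 1.62, adjusted p = 0.023, edgeR), and from 1.38 ± 1.84 CPM in PVP to 539 ± 778 CPM with AC and PVP (8.65, SE 1.51, adjusted p = 0.049). TRINITY_DN10081_c0_g1 (LTG15), a GPI-anchored member, stood at 213 ± 149 CPM in PVP. Against PVP it was lower with AC, at 5.75 ± 1.22 CPM (log2 fold change -5.21, SE 0.56, adjusted p = 0.0014), and with AC and PVP, at 24.3 ± 8.76 CPM (-3.13, SE 0.51, adjusted p = 0.036). LTG15 was also higher in PVP than in CK (2.89, adjusted p = 0.023, edgeR). It was not called in AC vs. CK (-2.32, adjusted p = 0.064) or in AC and PVP vs. CK (-0.24, adjusted p = 0.85). Of the 11 GPI-anchored members, 2 were higher and none lower in PVP vs. CK and likewise in AC and PVP vs. CK. Adjusted over the list alone, these were 5 higher and 0 lower, and 3 higher and 4 lower. TRINITY_DN5866_c0_g1 (LTG16) stood at 1.42 ± 0.345 CPM with AC, 9.23 ± 2.86 CPM in CK, 43.6 ± 37.4 CPM in PVP and 3.8 ± 0.744 CPM with AC and PVP, and was a DEG in all 3 comparisons. TRINITY_DN1741_c0_g1 (LTG20) had a log2 fold change of -4.17 in AC vs. CK (SE 0.63, adjusted p = 0.02). Without CK replicates 1, 2 and 3 and AC replicates 1, 2 and 3, the first list had 1, 19, 0, 6, 5 and 1 higher in AC vs. CK and the second 0, 5, 0, 1, 1 and 0 lower; without the PVP libraries and then those with AC, the first had 1, 1, 2, 4, 2 and 2 higher in AC vs. PVP and 1, 0, 2, 2, 4 and 1 in AC and PVP vs. PVP, where the second had 3, 1, 1, 0, 3 and 0 lower. Both calls named for AC vs. PVP held in each fit without 1 library, while in AC vs. CK 3, 3, 1, 2 and 3 of the 3 missed the threshold without CK replicates 1 and 3 and AC replicates 1, 2 and 3, and in AC and PVP vs. PVP 1, 2, 2, 3 and 3 of 3 without PVP replicates 1, 2 and 3 and AC and PVP replicates 1 and 3, at an adjusted p of 0.053 to 0.29.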

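In AC vs. AC and PVP, edgeR called none of 17 photosynthesis unigenes and none of 11 histones, with 5 and 4 at an unadjusted p under 0.05. DESeq2 called 2 of each lower with AC alone when run on the 2 groups and none when run on all libraries. Adjusted over the list alone, 3 photosynthesis unigenes were lower, and 1 histone was higher and 2 were lower; neither list is independent of the study's calls. The chlorophyll-binding proteins TRINITY_DN52998_c0_g1 (CB21) and TRINITY_DN57112_c1_g1 (CB26), which harvest light, stood at 38.4 ± 8.77 and 24 ± 6.52 CPM with AC and at 154 ± 50.8 and 75.1 ± 27.5 CPM with AC and PVP (adjusted p = 0.72 and 0.76, edgeR). The linker histone TRINITY_DN2803_c0_g1 (H1) had a log2 fold change of -1.53 (SE 0.41, adjusted p = 0.72) and TRINITY_DN10362_c0_g1 (H2AXA), a histone that marks DNA breaks, one of 1.26 (SE 0.39, adjusted p = 0.77).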

**FIGURE 5:**
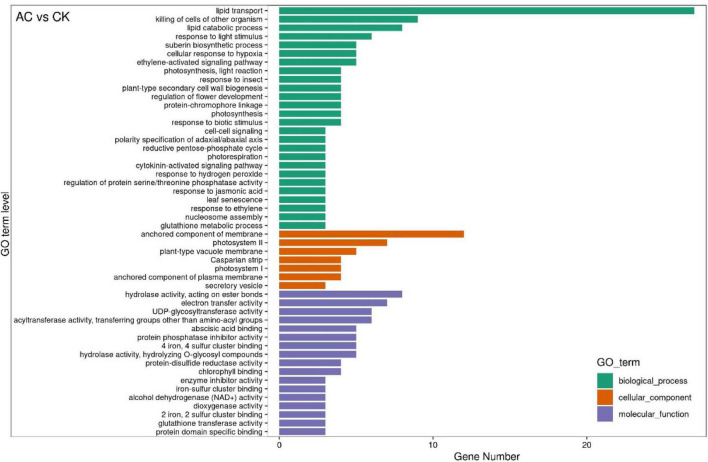
The GO functional classification of DEGs between the activated carbon (AC) and control check (CK). The graph is drawn using the first 20 terms with the smallest *P*-value. The ordinate is GO term, and the abscissa is the number of genes with different numbers of GO term.

The KEGG pathway significant enrichment was used to determine the top 20 biochemical metabolic pathways and signal transduction pathways involved in the DEGs. The results were similar to GO functional classification. 

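Several enzymes of lignin and suberin synthesis were lower with AC, with most calls in AC vs. PVP. Of 24 phenylpropanoid enzymes and class III peroxidases, which make and polymerise lignin precursors, 10 were lower and none higher in AC vs. PVP, 2 were lower and 1 higher in AC vs. CK, and 1 was lower and none higher in AC and PVP vs. PVP. Of 21 unigenes of suberin, cutin and wax synthesis, which build barrier polymers, 9 were lower in AC vs. PVP, 4 lower and 1 higher in AC vs. CK, and 2 lower in AC and PVP vs. PVP. Adjusted over the list alone, the first list had 20, 11 and 19 lower with 3 higher each time, and the second 15, 12 and 14 lower with 3, 5 and 5 higher; the study chose the members on these libraries, so this is not independent evidence. PVP alone had higher levels than CK for 1 of 13 phenylpropanoid enzymes and 1 of 11 peroxidases and lower for none (8 and 4 higher and 1 and 0 lower adjusted over the list alone; without 1 library the first was 0 except without CK replicate 2 and the second 0 except without CK replicate 1), and for the combined list the median log2 fold change in PVP vs. CK was 1.02. Of the suberin, cutin and wax list edgeR called none in PVP vs. CK (10 at an unadjusted p under 0.05; DESeq2 called 1 higher and 1 lower on all libraries and none on the 2 groups). In AC vs. PVP, 3 of 10 beta-glucosidases and 2 of 5 laccases were also lower (10 and 5 adjusted over the list alone). The laccase TRINITY_DN4988_c0_g1 (LAC3), an oxidase of phenolics, stood at 2.14 ± 1.71 CPM with AC and 73.6 ± 36.7 CPM in PVP (log2 fold change -5.09, SE 0.89, adjusted p = 0.023, edgeR). TRINITY_DN8297_c0_g1 (LAC5) stood at 1.04 ± 0.378 and 9.46 ± 6.37 CPM (log2 fold change -3.16, SE 0.54, adjusted p = 0.018), and the beta-glucosidase TRINITY_DN488_c0_g1 (BGL12) at 6.72 ± 2.51 and 37.3 ± 9.31 CPM (-2.47, SE 0.44, adjusted p = 0.028). Without PVP replicates 2 and 3 and AC replicates 1 and 2 the 10 became 6, 3, 3 and 3; without PVP replicate 3 and AC replicates 1 and 2 the 9 became 5 each time; in AC vs. CK the 2 and 4 became 0 and 1 without CK replicate 1, 6 and 8 without CK replicate 2, 0 and 0 without CK replicate 3, and 0 and at most 1 without each AC library; in AC and PVP vs. PVP both counts were 0 without each library except AC and PVP replicate 2, where they were 2 and 4. The 3 beta-glucosidases became 1 or fewer without each library except AC replicate 3, the 2 laccases 1 without PVP replicate 2 and 0 without PVP replicate 3 or any AC library, and of the 3 unigenes named last 2 missed the threshold without PVP replicate 2 and all 3 without PVP replicate 3 or any AC library, at an adjusted p of 0.053 to 0.17.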

The metabolic pathways with the most significant enrichment of DEGs were the same among the AC vs. CK, PVP vs. AC and PVP, and AC vs. PVP groups, which were enriched in “phenylpropanoid biosynthesis” and “cutin, suberin, and wax biosynthesis” (Figure 6 and Supplementary Figures 6,7). There are only two metabolic pathways with significant DEG enrichment in the AC vs. AC and PVP groups, namely, “cytochrome P450” and “phenylpropanoid biosynthesis” (Figure 7).

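In AC vs. AC and PVP, edgeR called none of 20 cytochromes P450 and none of the 24 phenylpropanoid enzymes and class III peroxidases. At an unadjusted p under 0.05 there were 8 and 5, and adjusted over the list alone 4 P450s were lower and 1 higher and 2 of the other list were lower, which is not independent evidence for lists the study chose. DESeq2 called 2 P450s and 1 peroxidase lower with AC alone when run on the 2 groups, and none when run on all libraries. TRINITY_DN6_c0_g4 (C7113), a P450, stood at 333 ± 262 CPM with AC and 78.3 ± 22.6 CPM with AC and PVP (log2 fold change 2.09, SE 0.61, adjusted p = 0.74, edgeR). The peroxidase TRINITY_DN12785_c0_g1 (PER20) stood at 0.638 ± 0.193 and 1.96 ± 0.622 CPM (adjusted p = 0.78). TRINITY_DN2415_c0_g1 (PALY), a phenylalanine ammonia lyase that opens the phenylpropanoid pathway, had a log2 fold change of -0.88 (SE 0.31, adjusted p = 0.78).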

**FIGURE 6:**
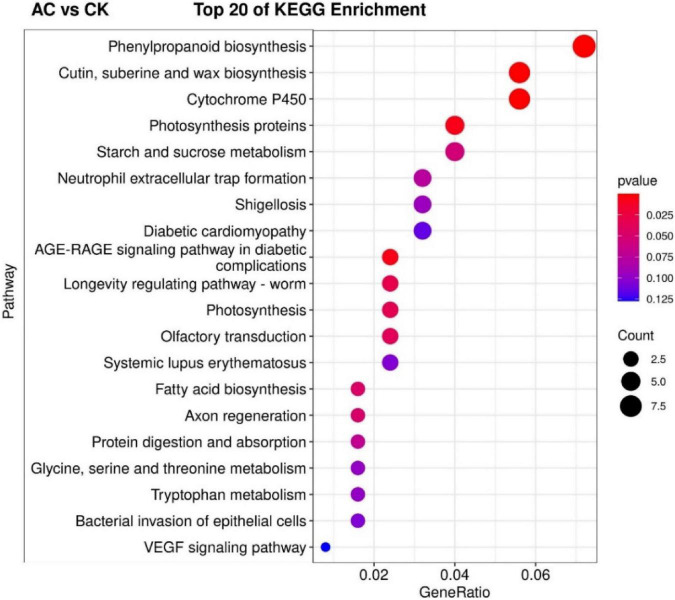
The top 20 of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of DEGs between the AC and CK. The first 20 pathways with the smallest *P-*values were used to draw the map, with pathway as the ordinate and enrichment factors as the abscissa (the number of differences in this pathway divided by all the numbers). The size of the circle indicated the number. The redder the color was, the smaller the *P*-value was, and the pathway representing the redder bubbles had more DEGs.

**FIGURE 7:**
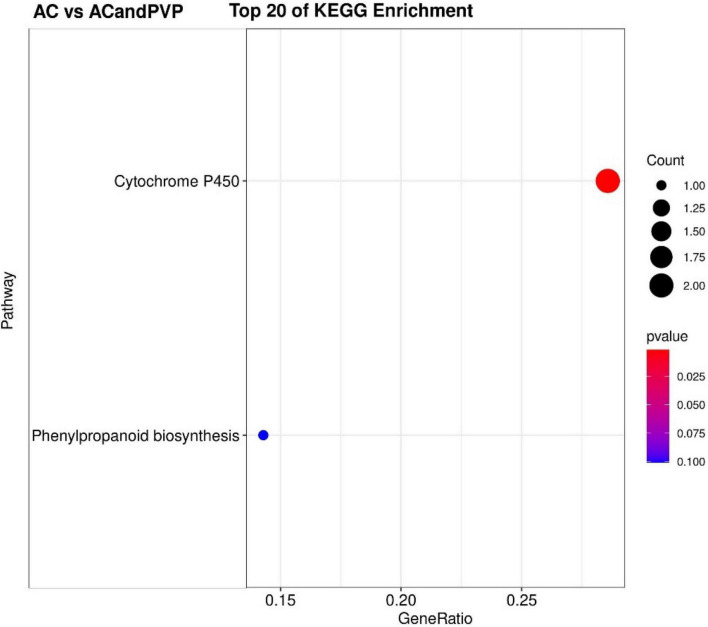
The top 20 of the KEGG pathway enrichment of DEGs in the group of AC vs. AC and polyvinyl pyrrolidone (PVP). The first 20 pathways with the smallest *P*-values were used to draw the map, with pathway as the ordinate and enrichment factors as the abscissa (the number of differences in this pathway divided by all the numbers). The size of the circle indicated the number. The redder the color was, the smaller the *P-*value was, and the pathway representing the redder the bubbles had more DEGs.

### Real-Time Quantitative PCR to Verify the Expression of Differentially Expressed Genes

To verify the accuracy of the RNA-seq results, 19 DEGs were randomly selected for qRT-PCR. The materials used for RNA extraction are the same as those used for transcriptome sequencing. The results showed that the relative expression trend of these genes in different templates was consistent with the gene expression trend of transcriptome sequencing (Figure 8), indicating that the transcriptome sequencing data are reliable.

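Of the 19 unigenes measured by qRT-PCR, 11 have a Swiss-Prot name, and 4 were DEGs by edgeR in at least 1 of the 4 comparisons; DESeq2 on 2 groups called 18. TRINITY_DN10_c0_g1 rose from 25.1 ± 8.98 CPM in CK to 138 ± 25.2 CPM with AC (log2 fold change 2.46, SE 0.41, adjusted p = 0.025, edgeR). TRINITY_DN1083_c0_g1 fell from 75.8 ± 11.6 CPM in PVP to 19.1 ± 4.44 CPM with AC (log2 fold change -1.99, SE 0.34, adjusted p = 0.018) and to 18.4 ± 9.2 CPM with AC and PVP (-2.04, SE 0.34, adjusted p = 0.038). TRINITY_DN11050_c1_g1 fell from 322 ± 154 CPM in PVP to 25.5 ± 7.07 CPM with AC (-3.66, SE 0.72, adjusted p = 0.048). Between PVP and CK, TRINITY_DN1166_c1_g1 (NLTP2), a lipid transfer protein, rose from 18.2 ± 6.86 to 140 ± 50.8 CPM, and the unigene TRINITY_DN11019_c1_g1 (CP122) from 464 ± 120 to 2700 ± 913 CPM. TRINITY_DN1430_c0_g3 (NAP1C), a histone chaperone of the nucleosome assembly protein family, stood at 472 ± 34.7 CPM in CK, 131 ± 36.9 CPM in PVP and 87.8 ± 23.5 CPM with AC and PVP, and was lower than in CK in both by edgeR (adjusted p = 0.039 and 0.012). TRINITY_DN1323_c0_g1 (CAHC), a carbonic anhydrase, averaged 65.5 ± 55.7 CPM in CK, 210 ± 184 CPM in PVP, 45.3 ± 21.4 CPM with AC and 182 ± 100 CPM with AC and PVP and was a DEG in none of these comparisons. Each of these calls was lost when some libraries were left out in turn. TRINITY_DN10_c0_g1 missed the threshold without CK replicates 1 and 3 and AC replicates 2 and 3 (adjusted p of 0.061 to 0.097), 1, 2, 2, 2, 2 and 1 of the 2 calls in AC vs. PVP without PVP replicates 1, 2 and 3 and AC replicates 1, 2 and 3 (0.052 to 0.28), the call in AC and PVP vs. PVP without each library except AC and PVP replicate 2 (0.079 to 0.27), 2, 2, 3, 3, 2 and 3 of the 3 calls in PVP vs. CK without CK and then PVP replicates 1, 2 and 3 (0.053 to 0.16), and NAP1C against AC and PVP without CK replicate 3 (0.051) or AC and PVP replicate 3 (0.079).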

**FIGURE 8:**
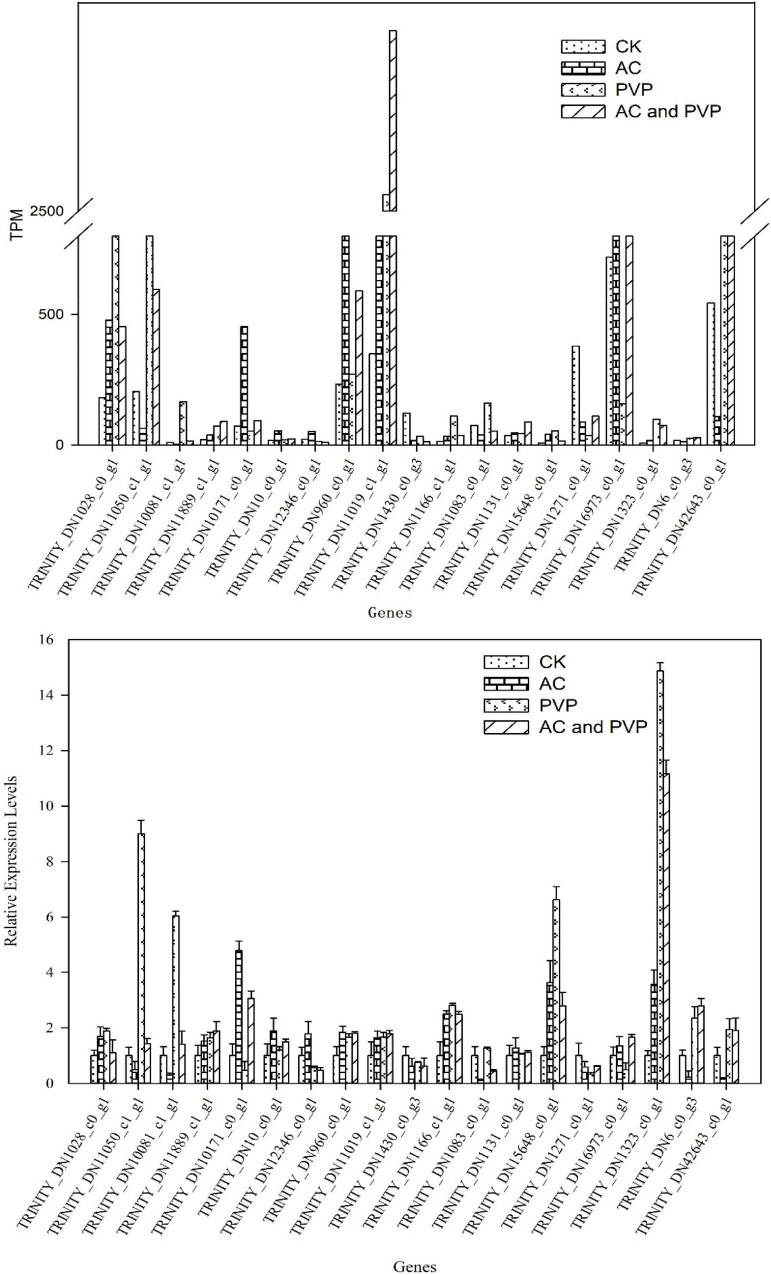
Transcripts per million expression value and qRT-PCR relative expression of DEGs.

## Discussion

Previous studies have mostly used plant hormones and culture components to analyze the effects of peony embryo tissue culture, but the mechanism of anti-browning agents on the rapid seedling formation of seed embryos is still unclear, and further research is needed (Liu et al., 2011). In this study, the effects of different anti-browning agents and their different combinations on the rapid seedling germination and rooting of the peony variety “FengDan” were analyzed. The results show that the addition of the two anti-browning agents, namely, AC and PVP, and their combination can effectively inhibit the browning phenomenon caused by damage during seed embryo peeling; compared with the CK group without adding any anti-browning agent, the germination rate of its seed embryos was significantly improved. In addition, the CK group and the PVP group can germinate but cannot take root at all. However, the AC and AC/PVP groups can not only increase the germination rate but also reach 100% rooting rate, and only the hypocotyls and roots of the plants in the AC/PVP group were thinner (Figure 1). It shows that both AC and PVP can prevent peony embryos from browning and increase the germination rate, while only the addition of AC and its combination with PVP can promote the further development of roots. To clarify its underlying mechanism, we conducted a transcriptome sequencing study.

Transcriptome sequencing data showed that there were 532,789, and 678 DEGs in the AC group compared with other groups (AC vs. CK; AC vs. PVP; AC and PVP vs. PVP), respectively; there were only 83 DEGs between the groups (AC vs. AC and PVP) that both have AC (Figures 4A,C). It shows that the gene expression of seed embryos has changed drastically after adding AC. These DEGs may be the key genes for AC to induce root development of peony seed embryos. 

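In AC vs. PVP, 36 unigenes were higher and 117 lower with AC, and in AC and PVP vs. PVP 17 were higher and 24 lower. Scaled by library sizes only, these were 60 and 103 and, with the balance turned, 25 and 11. The balance in AC and PVP vs. PVP also turned with edgeR on 2 groups only (314 and 132), DESeq2 on 2 groups (450 and 228) and a replicate block (237 and 192). It held with DESeq2 on all libraries (155 and 173). TRINITY_DN3379_c0_g1 (GDL38), a GDSL esterase of the family that assembles cutin and suberin, fell from 29.5 ± 21.8 CPM in PVP to 0.964 ± 0.11 CPM with AC, a log2 fold change of -4.92 (SE 0.56, adjusted p = 0.0015, edgeR). The linker histone TRINITY_DN2803_c0_g1 (H1) stood at 111 ± 53.3 CPM in PVP and 12.7 ± 0.596 CPM with AC (-3.12, SE 0.43, adjusted p = 0.0054). TRINITY_DN3080_c0_g1 (PRU1), a pathogenesis-related protein of the Bet v 1 family, stood at 9.95 ± 3.86 and 0.472 ± 0.491 CPM (-4.46, SE 0.72, adjusted p = 0.014). In PVP vs. CK edgeR called 7 of 11 histones and 2 of 16 Bet v 1 unigenes higher, and in AC vs. CK none of either list. The groups AC and PVP differ in both agents, so a difference between them cannot be assigned to AC alone. TRINITY_DN2359_c0_g1 (CSPL5), a Casparian strip membrane-like protein, had -4.78 (SE 0.57, adjusted p = 0.0019). Of 8 small heat shock proteins 4 were higher with AC than in PVP and none lower (8 adjusted over the list alone), and TRINITY_DN1728_c0_g1 (HSP41) averaged 96.8 ± 130 against 1.04 ± 0.453 CPM (log2 fold change 6.55, SE 1.04, adjusted p = 0.014). The 8 summed to 1240, 3350 and 244 CPM of the library total in AC replicates 1, 2 and 3, the order of the seed storage sums in those libraries. Metallothioneins had 4 of 13 members higher with AC (9 adjusted over the list alone, with 2 lower), and cytochromes P450 3 of 20 lower (10 adjusted over the list alone, with 4 higher). None of the 14 seed storage and oil body unigenes was called by edgeR (14 at an unadjusted p under 0.05 and higher adjusted over the list alone), while DESeq2 called 14 higher on the 2 groups and 8 on all libraries. The study chose all these lists, so their counts are not independent evidence. In AC and PVP vs. PVP, TCTP TRINITY_DN10927_c0_g1 had 1447 counts with AC and PVP and none in PVP, at least 622-fold higher (floor of 3 counts over the group; adjusted p = 0.00062, edgeR). TRINITY_DN2940_c0_g1 (HIP4), a heavy metal-associated protein, stood at 0.639 ± 0.15 CPM with AC and PVP and 6.7 ± 3.9 CPM in PVP (-3.4, SE 0.58, adjusted p = 0.041).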

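The counts of 153 DEGs in AC vs. PVP and 41 in AC and PVP vs. PVP come beside 5003 and 5471 unigenes with an unadjusted p under 0.05. A share of about 0.05 of the 58247 tested would be expected there without any change. The 153 became 60 and 53 without PVP replicates 2 and 3 and 55 and 61 without AC replicates 1 and 2; the 41 became 13, 8 and 11 without PVP replicates 1, 2 and 3 and 6, 181 and 5 without AC and PVP replicates 1, 2 and 3. In AC vs. PVP the calls on GDL38, H1 and CSPL5 held in every fit without 1 library, while PRU1 or HSP41 missed the threshold without PVP replicates 1, 2 and 3 and AC replicates 1 and 2 (adjusted p of 0.067 to 0.12, edgeR). In AC and PVP vs. PVP the call on TCTP held in all 6 such fits, and HIP4 or the GDSL esterase GDL34 TRINITY_DN8165_c0_g1 (4.83 ± 1.95 CPM in PVP, 28.1 ± 3.96 CPM with AC and PVP) missed the threshold without each of the 6 libraries, at an adjusted p of 0.06 to 0.29. The small heat shock proteins called in AC vs. PVP were 2, 0 and 0 without PVP replicates 1, 2 and 3 and 2 without AC replicate 1, the metallothioneins 1, 0, 0 and 1 without the same 4 libraries and 2 without AC replicate 3.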

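AC vs. CK and AC and PVP vs. PVP share no library, and 21 unigenes were DEGs in both by edgeR. Of these, 13 were higher with AC in both, where independent lists of these sizes drawn from all tested unigenes would share 0.031. Another 8 were lower in both, where they would share 0.034, and none went opposite ways. These expected numbers may be too low, since only 27055 tested unigenes reached at least 10 counts in at least 1 library. Some unigenes may also be near-identical copies or pieces of 1 gene, so the 13 need not be separate agreements. They hold 4 named NLTPC and the unnamed TRINITY_DN27316_c0_g1, whose identifier shares DN27316 with NLTPC TRINITY_DN27316_c1_g1. Both comparisons also took the spread of a unigene from the same fit. The 13 included 4 lipid transfer proteins named NLTPC, the peptide transporter TRINITY_DN331_c1_g1 (PTR1), and the GDSL esterases TRINITY_DN39582_c0_g1 (GDL29) and TRINITY_DN8165_c0_g1 (GDL34). The 8 included the Casparian strip membrane-like protein TRINITY_DN2359_c0_g1 (CSPL5), TRINITY_DN15387_c0_g1 (C86A1), a P450 that makes hydroxy fatty acids for suberin, TRINITY_DN676_c0_g1 (HHT1), which adds ferulate to them, and TRINITY_DN5866_c0_g1 (LTG16). These members were named after their values were seen. CSPL5 had a log2 fold change of -2.86 in AC vs. CK (SE 0.53, adjusted p = 0.036, edgeR) and -3.23 in AC and PVP vs. PVP (SE 0.52, adjusted p = 0.036). GDL34 rose from 4.39 ± 1.13 CPM in CK to 16 ± 7.04 CPM with AC (log2 fold change 1.87, SE 0.36, adjusted p = 0.044). GDSL esterases as a list of 11 went both ways, with 3 higher and 3 lower in AC vs. CK, 1 and 4 in AC vs. PVP and 2 and 2 in AC and PVP vs. PVP (5 and 4, 4 and 5, and 4 and 5 adjusted over the list alone, a list the study chose and so not independent evidence). Across all unigenes the log2 fold changes of both comparisons had r = 0.063, and DESeq2 on all libraries gave 46 shared higher, 62 shared lower and 7 opposite. The 21 became 3 and 0 without CK replicates 1 and 3, 6, 3 and 3 without PVP replicates 1, 2 and 3, 10 and 2 without AC replicates 2 and 3, and 3 and 2 without AC and PVP replicates 1 and 3. Of both calls named in AC vs. CK, 2, 2, 1, 2 and 2 missed the threshold without CK replicates 1 and 3 and AC replicates 1, 2 and 3 (adjusted p of 0.05 to 0.19), and CSPL5 in AC and PVP vs. PVP did so without each library except AC and PVP replicate 2 (0.055 to 0.25). Each GDSL esterase count was 0 or 1 without each library except CK replicate 2 in AC vs. CK and AC and PVP replicate 2 in AC and PVP vs. PVP, and the 4 lower in AC vs. PVP became 2 without PVP replicate 3 or any AC library.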

At the same time, GO functional classification and KEGG pathway enrichment analysis showed that these DEGs were clustered in the same item between the AC vs. CK, AC vs. PVP, and AC and PVP vs. PVP groups, while the comparison between the AC and PVP vs. PVP groups was different from them (Figures 5–7). Among them, the DEGs of the AC vs. CK, AC vs. PVP, AC and PVP vs. PVP groups were mainly enriched in “phenylpropanoid biosynthesis” in the KEGG pathway enrichment analysis. The phenylpropanoid biosynthesis pathway has high physiological significance in plants, because it directly or indirectly produces all the substances in the phenylpropane skeleton, which plays a vital role in the growth and development of plants (Min et al., 2011; Liu et al., 2019). For example, one of the physiological functions of the important phenylalanine ammonia lyase (*PAL*) gene family in the phenylpropane metabolic pathway is to promote cell differentiation and plant growth (Yun et al., 2015). Through gene enrichment, phytohormone content determination, and metabonomic analysis, Wang et al. (2021) showed that the biosynthetic pathways of phenylpropanoids and flavonoids are related to root development, and flavonoid metabolism is accompanied by auxin biosynthesis and signal transduction to form the complex gene regulatory network in the process of main root development. 

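Of the 11 class III peroxidases measured, which oxidise phenolics in the cell wall, 5 were lower with AC and none higher in AC vs. PVP by edgeR's test. In AC vs. CK 2 were lower and 1 higher, and in AC and PVP vs. PVP none was called (10 at an unadjusted p under 0.05; DESeq2 called 5 lower on the 2 groups and 3 on all libraries). Adjusted over the list alone 10, 7 and 9 were lower and 1 was higher in each comparison, and the study had chosen these members on the same libraries, so this is not independent evidence. TRINITY_DN112784_c0_g1 (PER11) stood at 0.868 ± 0.0467 CPM with AC, 7.56 ± 6.22 CPM in CK and 37.6 ± 30.8 CPM in PVP. Its log2 fold change was -5.43 in AC vs. PVP (SE 0.68, adjusted p = 0.0023, edgeR) and -3.12 in AC vs. CK (SE 0.62, adjusted p = 0.047). TRINITY_DN649_c0_g1 (PER12) stood at 50.1 ± 18.6, 168 ± 86.5 and 253 ± 97.3 CPM in AC, CK and PVP, with -2.33 in AC vs. PVP (SE 0.45, adjusted p = 0.041) and -1.74 in AC vs. CK (SE 0.44, adjusted p = 0.14). TRINITY_DN9029_c0_g1 (PER64) stood at 10 ± 2.32, 34.7 ± 15.8 and 114 ± 59.3 CPM, with -3.5 in AC vs. PVP (SE 0.49, adjusted p = 0.0059) and -1.79 in AC vs. CK (SE 0.46, adjusted p = 0.14). With AC and PVP, PER12 stood at 91.2 ± 32 CPM and PER64 at 21.4 ± 12.7 CPM (adjusted p = 0.32 and 0.094 against PVP). The peroxidase higher with AC was TRINITY_DN105044_c0_g1, also named PER64, at 5.54 ± 2.97 against 0.807 ± 0.046 CPM in CK (log2 fold change 2.78, SE 0.56, adjusted p = 0.048). The 5 peroxidases lower in AC vs. PVP became 2 without PVP replicate 3 and without each AC library, the 2 lower in AC vs. CK became 6 without CK replicate 2 and 0 without any other library, and at least 1 of the 2 unigenes called in AC vs. CK missed the threshold in every such fit (adjusted p of 0.074 to 0.21). In AC vs. PVP the call on PER11 held in all 6 fits, PER12 missed the threshold in each (0.057 to 0.25) and PER64 TRINITY_DN9029_c0_g1 without AC replicate 1 (0.054). Among those not called, PER12 and PER64 TRINITY_DN9029_c0_g1 passed the threshold in AC vs. CK without CK replicate 2 (adjusted p = 0.03 and 0.05, edgeR), and the latter in AC and PVP vs. PVP without AC and PVP replicate 2 (0.028).

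**Figure D1:**
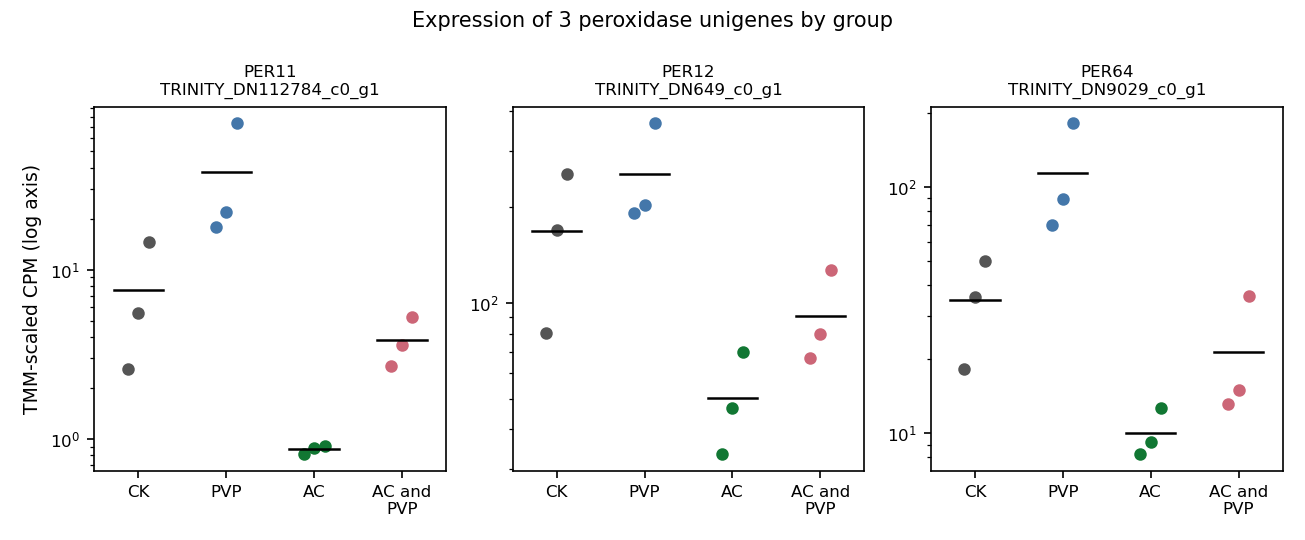
TMM-scaled CPM on a log axis of PER11 TRINITY_DN112784_c0_g1, PER12 TRINITY_DN649_c0_g1 and PER64 TRINITY_DN9029_c0_g1 in CK, PVP, AC, and AC and PVP, where each point is 1 library (3 per group, placed by value) and each black line is the group mean. The AC means of 0.868, 50.1 and 10 CPM lie below the PVP means of 37.6, 253 and 114 CPM.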

Based on the results of this study, the gene families involved in this metabolic pathway are active, and most of them are upregulated, including peroxidase (*PER*), *PAL*, 4-coumarate: coenzyme A ligase (*4CL*), and caffeic acid 3-*O*-methyltransfease (*COMT*), especially the three peroxidase genes (*TRINITY_DN112784_c0_g1/TRINITY_DN649_c0_g1/TRINITY_DN9029_c0_g1*) among the three group comparisons showed upregulated expression (Supplementary Tables 2,4,5). It can be seen that AC can promote the development of roots by stimulating the expression of genes related to metabolic pathways of phenylpropanoid biosynthesis. 

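Among 13 phenylpropanoid enzymes, 5 were lower and none higher in AC vs. PVP by edgeR (10 lower and 2 higher adjusted over the list alone, a list the study chose and so not independent evidence). The phenylalanine ammonia lyases TRINITY_DN2415_c0_g1 and TRINITY_DN1178_c0_g1 (PALY), which start the pathway, stood at 41.8 ± 6.18 and 13.5 ± 4.23 CPM with AC and at 177 ± 45.7 and 48 ± 8.58 CPM in PVP. Their log2 fold changes were -2.08 (SE 0.32, adjusted p = 0.012, edgeR) and -1.83 (SE 0.33, adjusted p = 0.031). TRINITY_DN9614_c0_g1 (CCR1), a cinnamoyl-CoA reductase at the entry to lignin monomers, stood at 39 ± 9.43 CPM with AC and 180 ± 15.5 CPM in PVP (-2.21, SE 0.31, adjusted p = 0.0059). The 4-coumarate:CoA ligase TRINITY_DN2755_c0_g1 (4CL2) stood at 7.31 ± 2.09 and 17.9 ± 2.42 CPM (-1.29, SE 0.28, adjusted p = 0.082), and TRINITY_DN550_c2_g1 (COMT1), a methyltransferase of lignin monomers, at 59.3 ± 29.1 and 182 ± 53.7 CPM (-1.61, SE 0.4, adjusted p = 0.14). TRINITY_DN462_c0_g2 (4CLL7), a ligase-like protein, stood at 12 ± 5.24 and 4.09 ± 0.271 CPM (1.55, SE 0.46, adjusted p = 0.27). DESeq2 called all 3 of these on the 2 groups (adjusted p = 0.02, 0.013 and 0.016), and 4CL2 and COMT1 but not 4CLL7 on all libraries (0.00053, 0.011 and 0.084). In AC vs. CK edgeR called none of the 13 (8 at an unadjusted p under 0.05; DESeq2 called 3 lower on all libraries and 1 on the 2 groups). The 5 became 2 and 1 without PVP replicates 2 and 3 and 1 and 1 without AC replicates 1 and 2, and without these 4 libraries 1, 2, 2 and 2 PALY calls missed the threshold (adjusted p of 0.057 to 0.18), while CCR1 kept its call in all 6 fits. The paper describes the gene families of this pathway as active and mostly upregulated, the 3 peroxidases above all. From this and the enrichment of DEGs it reasons that AC promotes root development by stimulating phenylpropanoid genes. In its Supplementary Tables 2, 4 and 5, however, a unigene marked as up is higher in the second group named. Of the phenylpropanoid and peroxidase list, they hold 8 of 9 members lower with AC in AC vs. CK and 19 of 22 in AC vs. PVP. In PVP vs. AC and PVP they hold 10 of 11 lower with AC. For these members the wording of upregulation runs against the paper's own values.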

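Several genes of suberin synthesis were lower with AC than in CK or PVP, while 1 other member of the suberin, cutin and wax list was higher in AC vs. CK by edgeR (0 without any 1 of the 6 libraries). TRINITY_DN15387_c0_g1 (C86A1), a P450 that hydroxylates fatty acids for suberin, stood at 0.35 ± 0.122 CPM with AC, 1.01 ± 0.476 CPM with AC and PVP, 3.38 ± 1.61 CPM in CK and 7.52 ± 2.78 CPM in PVP. Its log2 fold change was -3.22 in AC vs. CK (SE 0.48, adjusted p = 0.02, edgeR), -4.37 in AC vs. PVP (SE 0.49, adjusted p = 0.0014) and -2.88 in AC and PVP vs. PVP (SE 0.44, adjusted p = 0.032). TRINITY_DN676_c0_g1 (HHT1), which joins ferulate to the fatty chains, stood at 34.7 ± 10.4, 48 ± 12.5, 183 ± 98.2 and 285 ± 114 CPM in the same order and was lower with AC in all 3 (adjusted p = 0.028, 0.0068 and 0.038). In AC vs. PVP the P450 TRINITY_DN22332_c0_g1 (C86B1) had -4.06 (SE 0.55, adjusted p = 0.0048) and the fatty acyl reductase TRINITY_DN1082_c0_g3 (FACR3), which makes fatty alcohols, -2.49 (SE 0.34, adjusted p = 0.0053). All 4 calls in AC vs. PVP held in each of the 6 fits without 1 library. In AC vs. CK, 1, 2, 1, 2 and 2 of the calls on C86A1 and HHT1 missed the threshold without CK replicates 1 and 3 and AC replicates 1, 2 and 3 (adjusted p of 0.055 to 0.15), and in AC and PVP vs. PVP both did so without each library except AC and PVP replicate 2 (0.055 to 0.32).

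**Figure D2:**
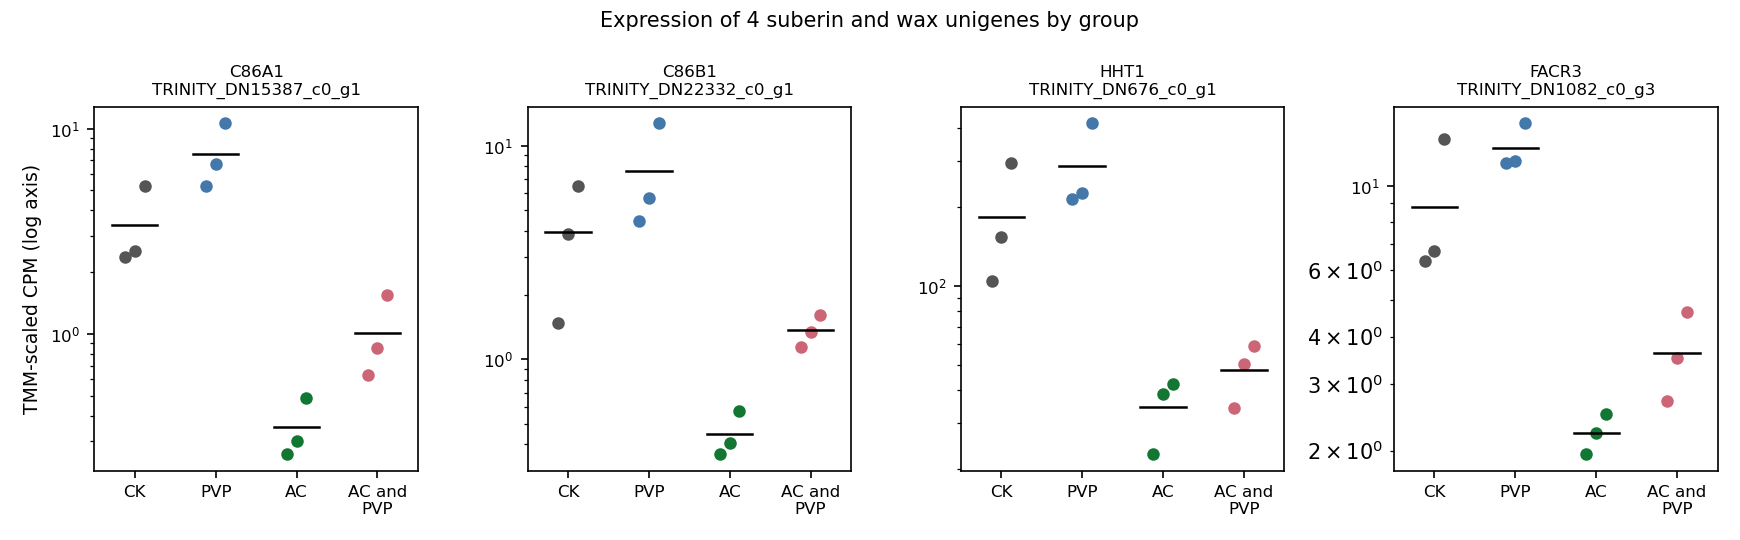
TMM-scaled CPM on a log axis of C86A1 TRINITY_DN15387_c0_g1, C86B1 TRINITY_DN22332_c0_g1, HHT1 TRINITY_DN676_c0_g1 and FACR3 TRINITY_DN1082_c0_g3 in CK, PVP, AC, and AC and PVP, where each point is 1 library (3 per group, placed by value) and each black line is the group mean. For C86A1 the mean is 0.35 CPM with AC and 7.52 CPM in PVP.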

The second enrichment pathway for these DEGs is “cutin, suberin, and wax biosynthesis.” Studies have shown that cuticle, lignin, and so on can provide mechanical strength for plants and limit water loss and pathogen invasion (Xin and Herburger, 2021), and drought resistance is also involved in a variety of genetic backgrounds (Ma J. et al., 2019), which to a certain extent shows that AC can promote peony embryos to quickly adapt to the medium environment, resist microbial pollution, and further promote rooting and development of seedlings; it is also one of the important reasons for thicker cotyledons and thicker hypocotyls in plants (Ursache et al., 2021). However, in the comparison between the AC vs. AC and PVP groups, the DEGs of KEGG pathway enrichment analysis are mainly enriched in “cytochrome P450,” and there are only two DEGs (*TRINITY_DN6_c0_g2/TRINITY_DN6_c0_g3*). 

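The 2 unigenes TRINITY_DN6_c0_g2 and TRINITY_DN6_c0_g3 are both named after C7124, a plant cytochrome P450, and come from 1 Trinity cluster, so they may divide reads between them. With AC they stood at 67.7 ± 30.4 and 111 ± 39.7 CPM, and with AC and PVP at 211 ± 65 and 446 ± 264 CPM. Both were thus higher on average with AC and PVP, with log2 fold changes of -1.64 (SE 0.53, adjusted p = 0.78, edgeR) and -2.01 (SE 0.59, adjusted p = 0.76), and neither passed edgeR's test. DESeq2 called both on the 2 groups (adjusted p = 0.043 and 0.041) and neither on all libraries (0.28 and 0.21). TRINITY_DN6_c0_g3 averaged 137 ± 119 CPM in CK and 149 ± 64.6 CPM in PVP.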

Duan et al. (2017) found in the drought stress experiment of transgenic tobacco that overexpression of a spinach cytochrome p450 gene SoCYP85A1 can promote root development, enhance antioxidant enzyme activity, and regulate stress response. In our experiment, these two groups can promote rooting, but the root system development is obviously different. The roots of the group only added with AC is significantly stronger. It can be seen that these two DEGs are the key genes to promote the robust development of roots. It is worth mentioning that, in the comparison of the PVP vs. AC and PVP groups, only one gene (*TRINITY_DN112784_c0_g1*) was differentially expressed, and in the second enriched pathway “phenylpropanoid biosynthesis” of KEGG, it shows that, when both groups have AC, the effect of promoting root development through this metabolic pathway is minimal.

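TRINITY_DN112784_c0_g1 (PER11), the secreted peroxidase, averaged 3.85 ± 1.28 CPM with AC and PVP. Its log2 fold change was -2.14 in AC vs. AC and PVP (SE 0.62, adjusted p = 0.73, edgeR) and -3.29 in AC and PVP vs. PVP (SE 0.6, adjusted p = 0.066), and edgeR called it in neither. DESeq2 called it lower in both on the 2 groups (adjusted p = 0.014 and 0.000011), and on all libraries only in the second (0.22 and 0.00041). In AC and PVP vs. PVP the member of the phenylpropanoid and peroxidase list that edgeR called was the cinnamoyl-CoA reductase TRINITY_DN9614_c0_g1 (CCR1), at 50.5 ± 14 CPM with AC and PVP (log2 fold change -1.84, SE 0.31, adjusted p = 0.038). The call on CCR1 was lost without each library except AC and PVP replicate 2, at an adjusted p of 0.076 to 0.3.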

## Conclusion

Peony seed embryo-forming technology can make peony seed embryos to quickly become seedlings, to shorten the breeding cycle, and to accelerate the process of hybrid breeding. This study investigated the effects of different anti-browning agents and their combinations on the embryo and rooting of tree peony seeds through transcriptome sequencing, aiming to illustrate their potential regulatory mechanisms. In general, both AC and PVP anti-browning agents can inhibit browning and increase the germination rate. The effect is best when the AC concentration is 0.9 g/L, but only AC and the combination of AC and PVP can promote further rooting development. Transcriptome data show that it may be related to AC, which can stimulate the expression of genes related to phenylpropanoid metabolism to promote root development. At the same time, it enhances the tissue structure by strengthening the biosynthesis of the cutin and suberin, resisting microbial contamination, and promoting plant development. This study can provide a theoretical basis for perfecting the technology of rapid seedling formation of peony embryo tissue culture.

## Data Availability Statement

The data presented in the study are deposited in the GEO database of NCBI repository, accession number GSE192345.

## Author Contributions

XZ, XC, and CY planned and designed the research. CY, GX, and HZ participated in the experiment of seed embryo tissue culture. XC, WJ, and SJ were responsible for the mapping of transcriptome data. XZ and SJ provided advice on transcriptome data analysis. XC and XZ were involved in manuscript editing. JN and HY participated in the revision of the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

2
http://eggnog-mapper.embl.de/

3
https://www.kegg.jp/ghostkoala/

# Supplementary material for: The Effect of Anti-browning Agent Activated Carbon and Polyvinyl Pyrrolidone on the Rooting of Embryo Seedlings of “FengDan” and Its Transcriptome Analysis
**Source:** Front Plant Sci. 2022 Mar 21;13:832619. doi: 10.3389/fpls.2022.832619
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

#
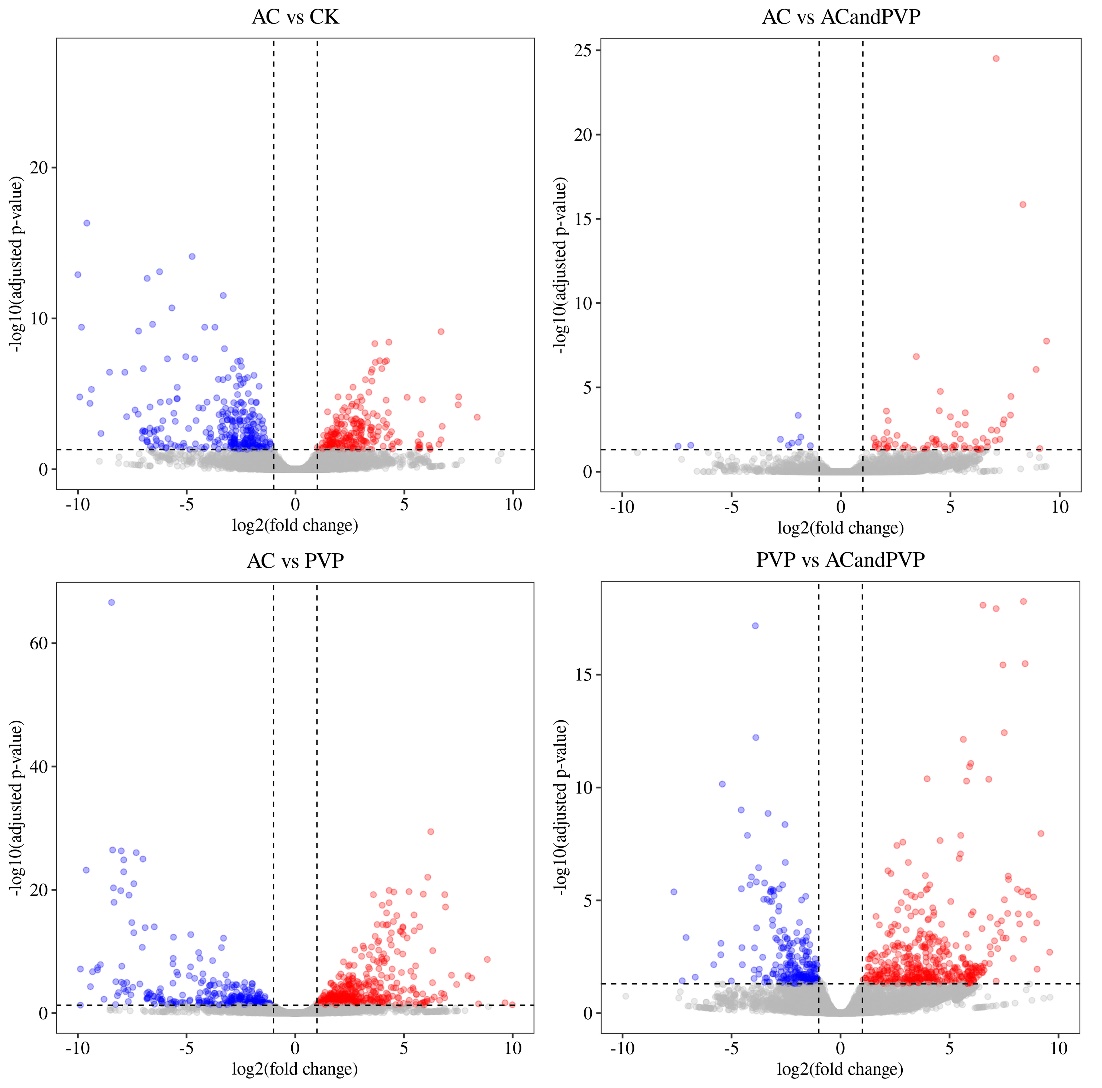

**Supplementary Figure S1.** Volcano map of DEGs comparison

X-axis in the volcano diagram: Log2 Fold Change, that is, the Log2 logarithm of the difference of expression levels between samples. Y-axis: Take negative logarithm (-log10) of the corrected P value; The closer the genes are to each end, the greater the difference; Red and blue represent up-regulated and down-regulated genes, respectively

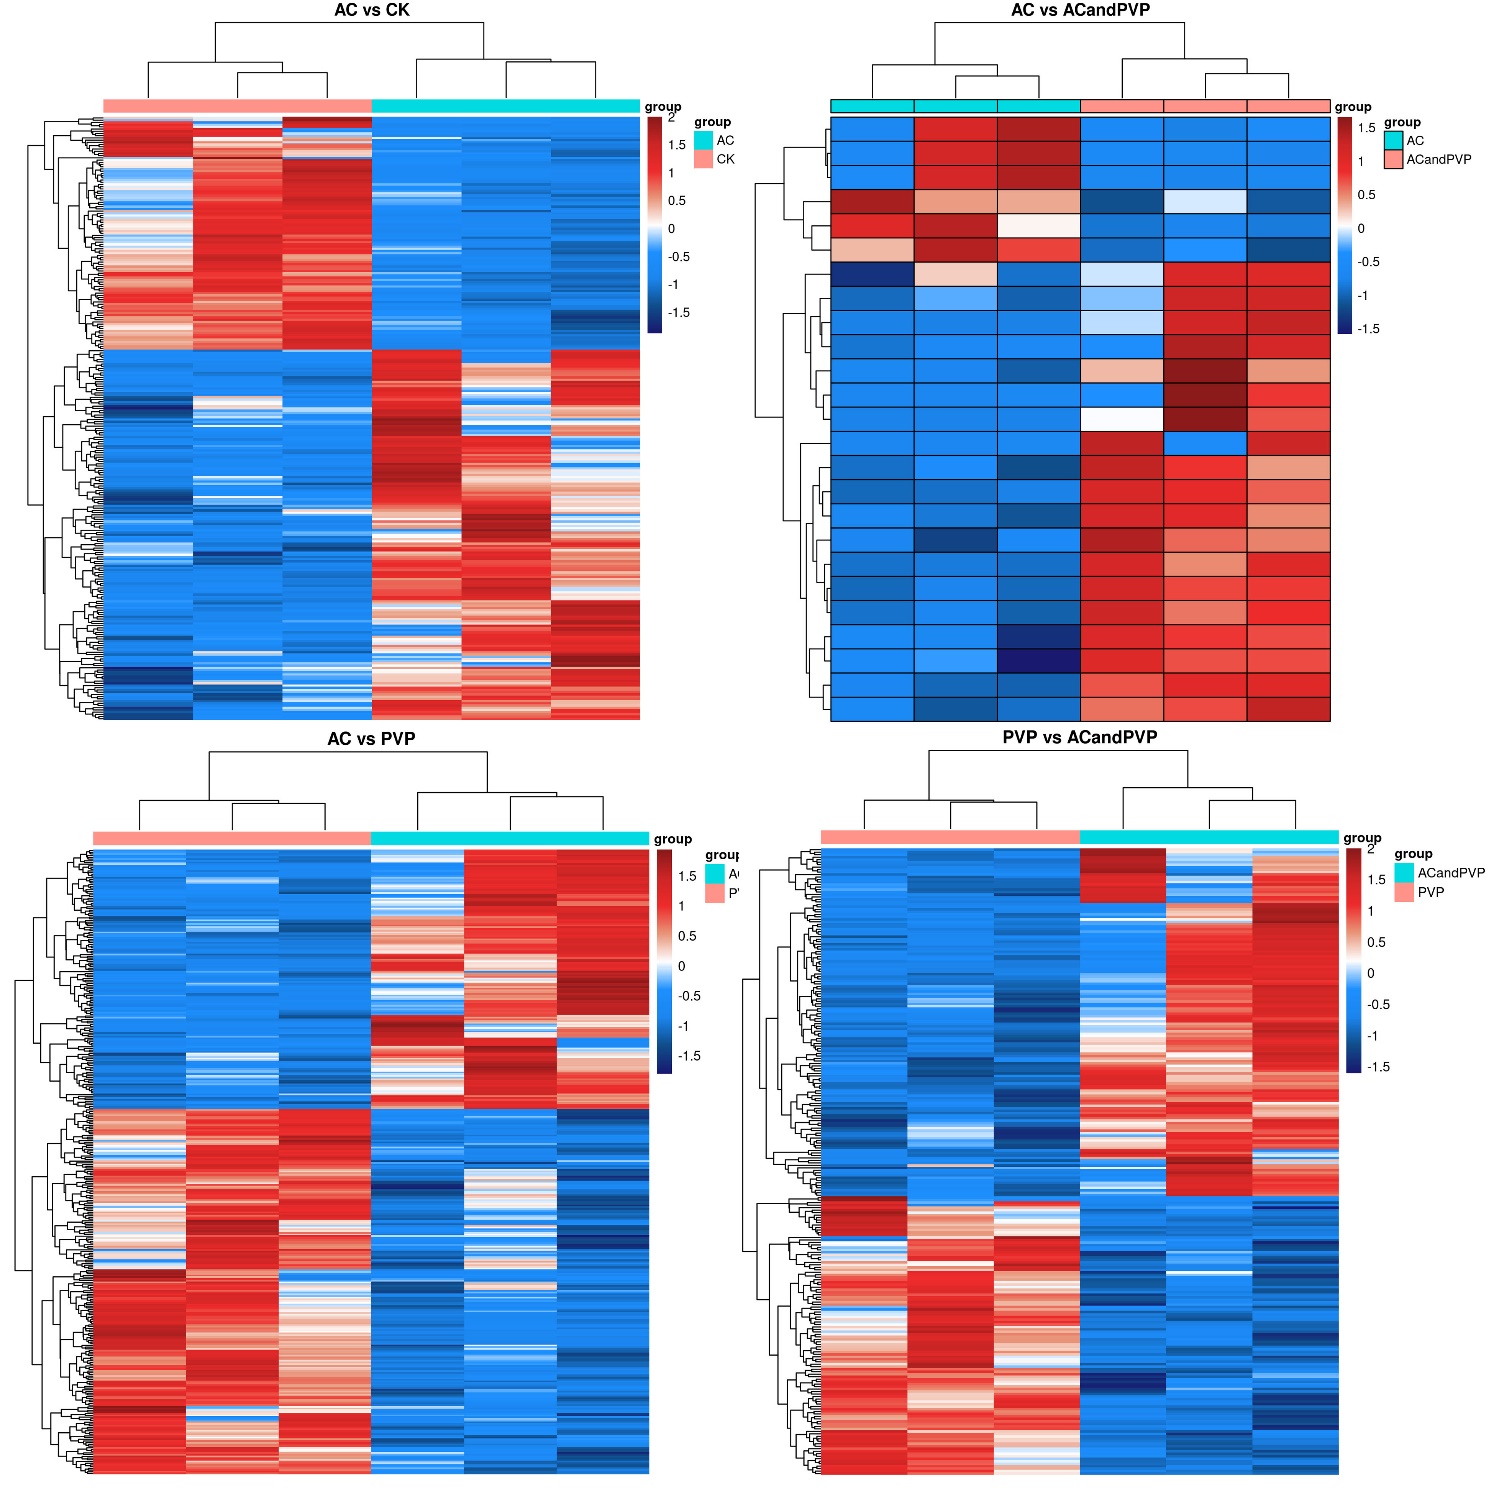

**Supplementary Figure S2.** Heat map of TPM of gene expression between different groups

The TPM heat maps of all differential genes in DESeq2 or edgeR analysis are shown in the figure. The red and blue scores represent the high and low TPM expression levels of this gene.

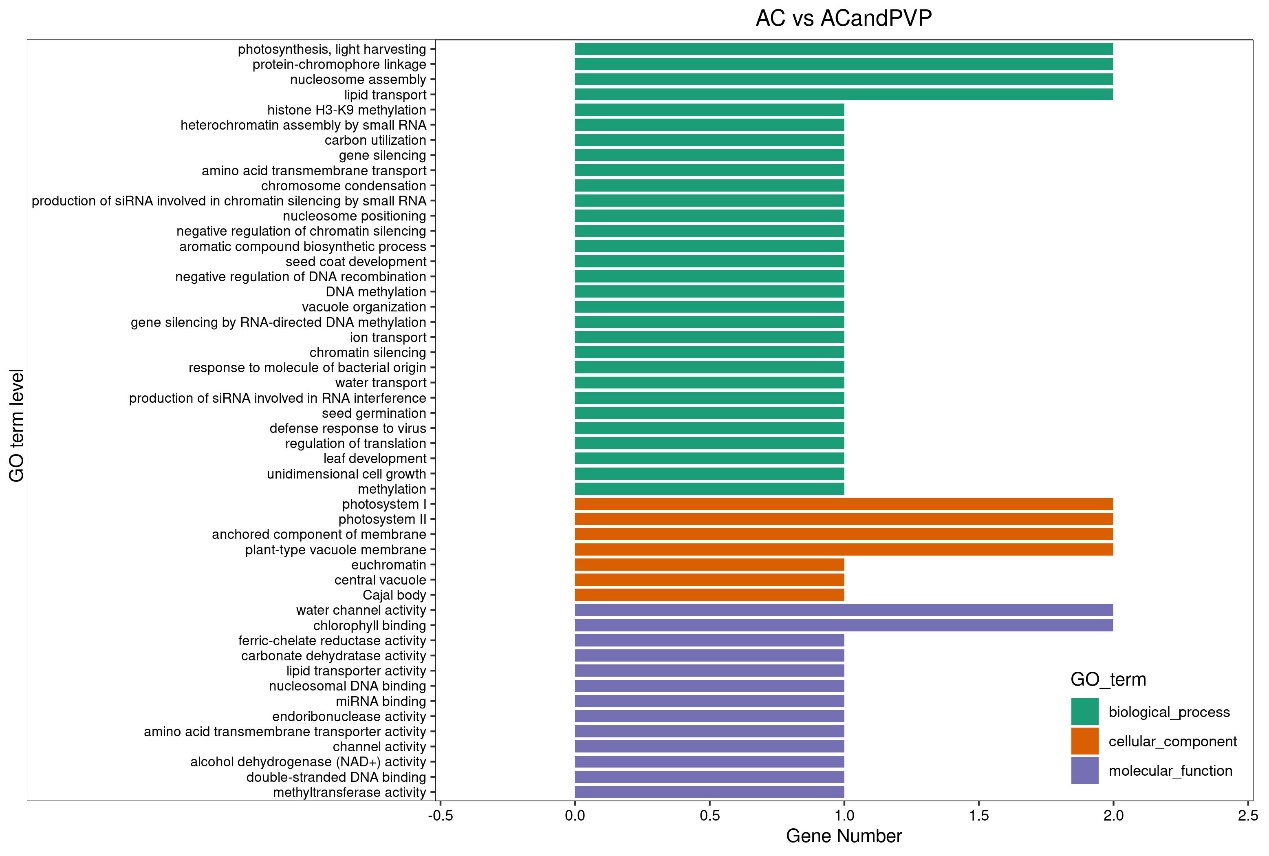

**Supplementary Figure S3.** GO functional classification of DEGs in AC vs AC and PVP

The graph is drawn using the first 20 terms with the smallest P value. The ordinate is GO term, and the abscissa is the number of genes with different number of GO term

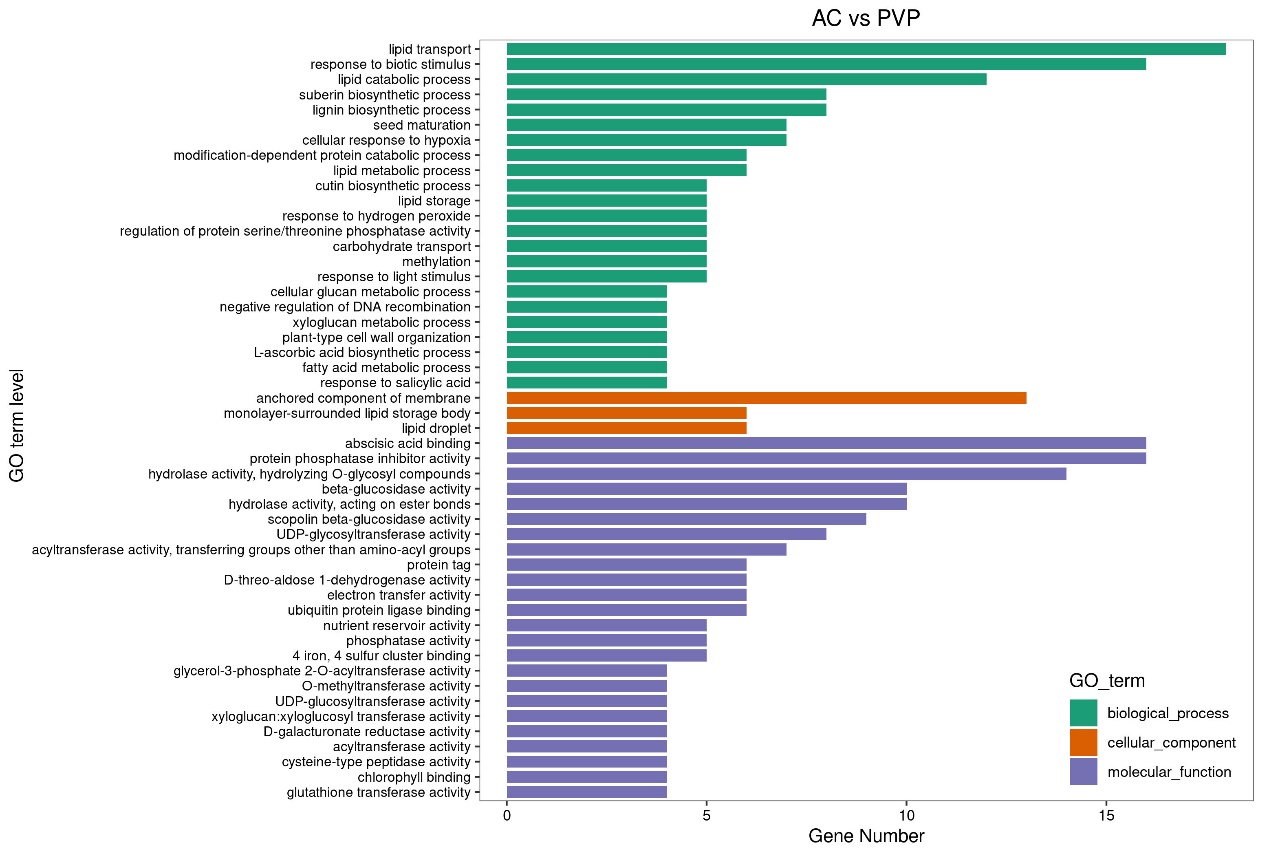

**Supplementary Figure S4.** GO functional classification of DEGs in AC vs PVP

The graph is drawn using the first 20 terms with the smallest P value. The ordinate is GO term, and the abscissa is the number of genes with different number of GO term

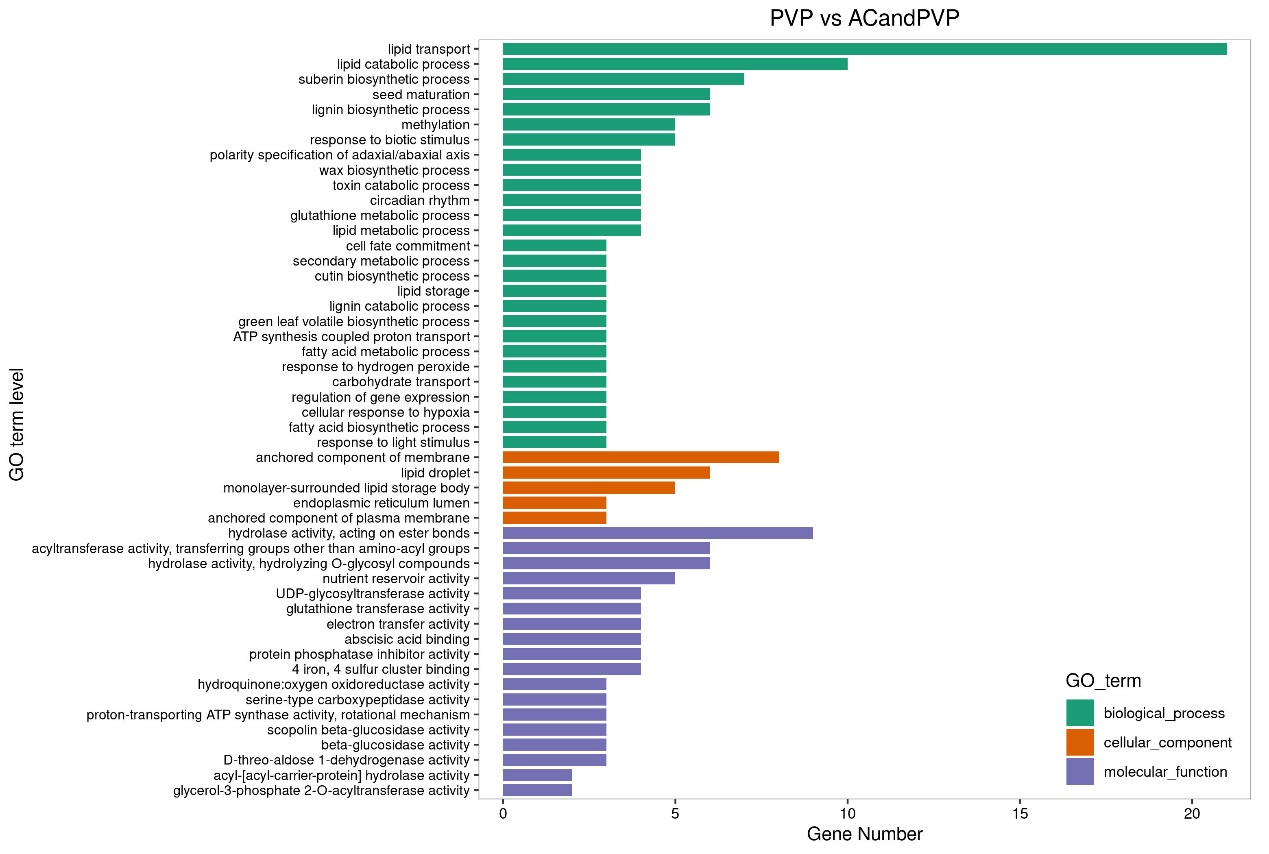

**Supplementary Figure S5.** GO functional classification of DEGs in PVP vs AC and PVP

The graph is drawn using the first 20 terms with the smallest P value. The ordinate is GO term, and the abscissa is the number of genes with different number of GO term

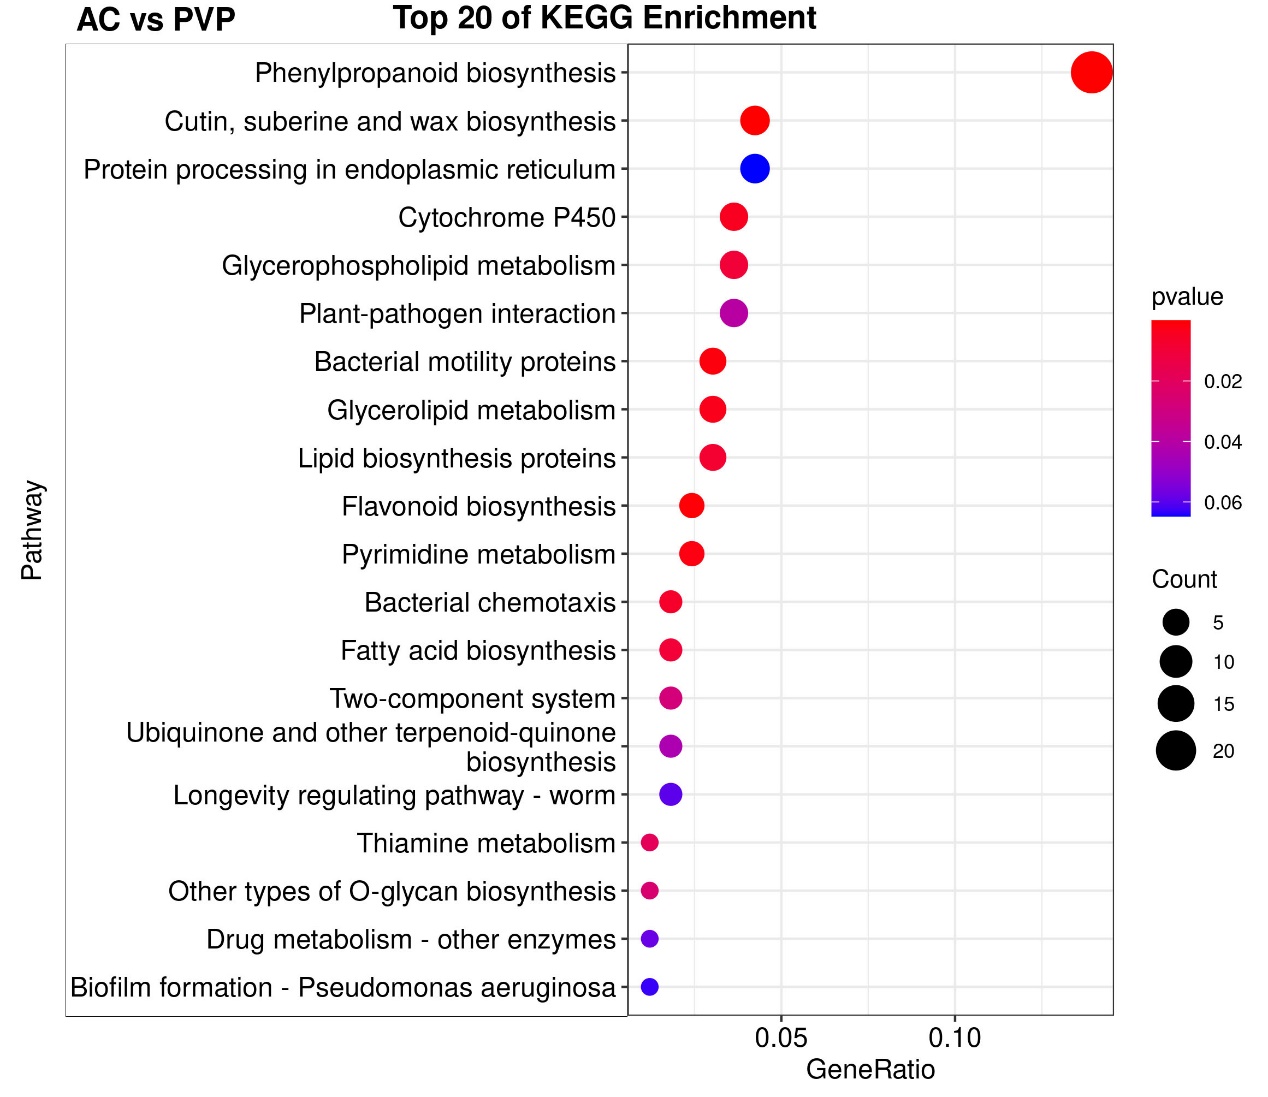

**Supplementary Figure S6.** The top 20 of the KEGG pathway enrichment of DEGs between the AC and PVP

The first 20 pathways with the smallest P values were used to draw the map, with pathway as the ordinate and enrichment factor as the abscissa (the number of differences in this pathway divided by all the numbers). The size of the circle indicated the number. The redder the color was, the smaller the P value was, and the pathway representing the redder the bubbles had more differential genes enriched

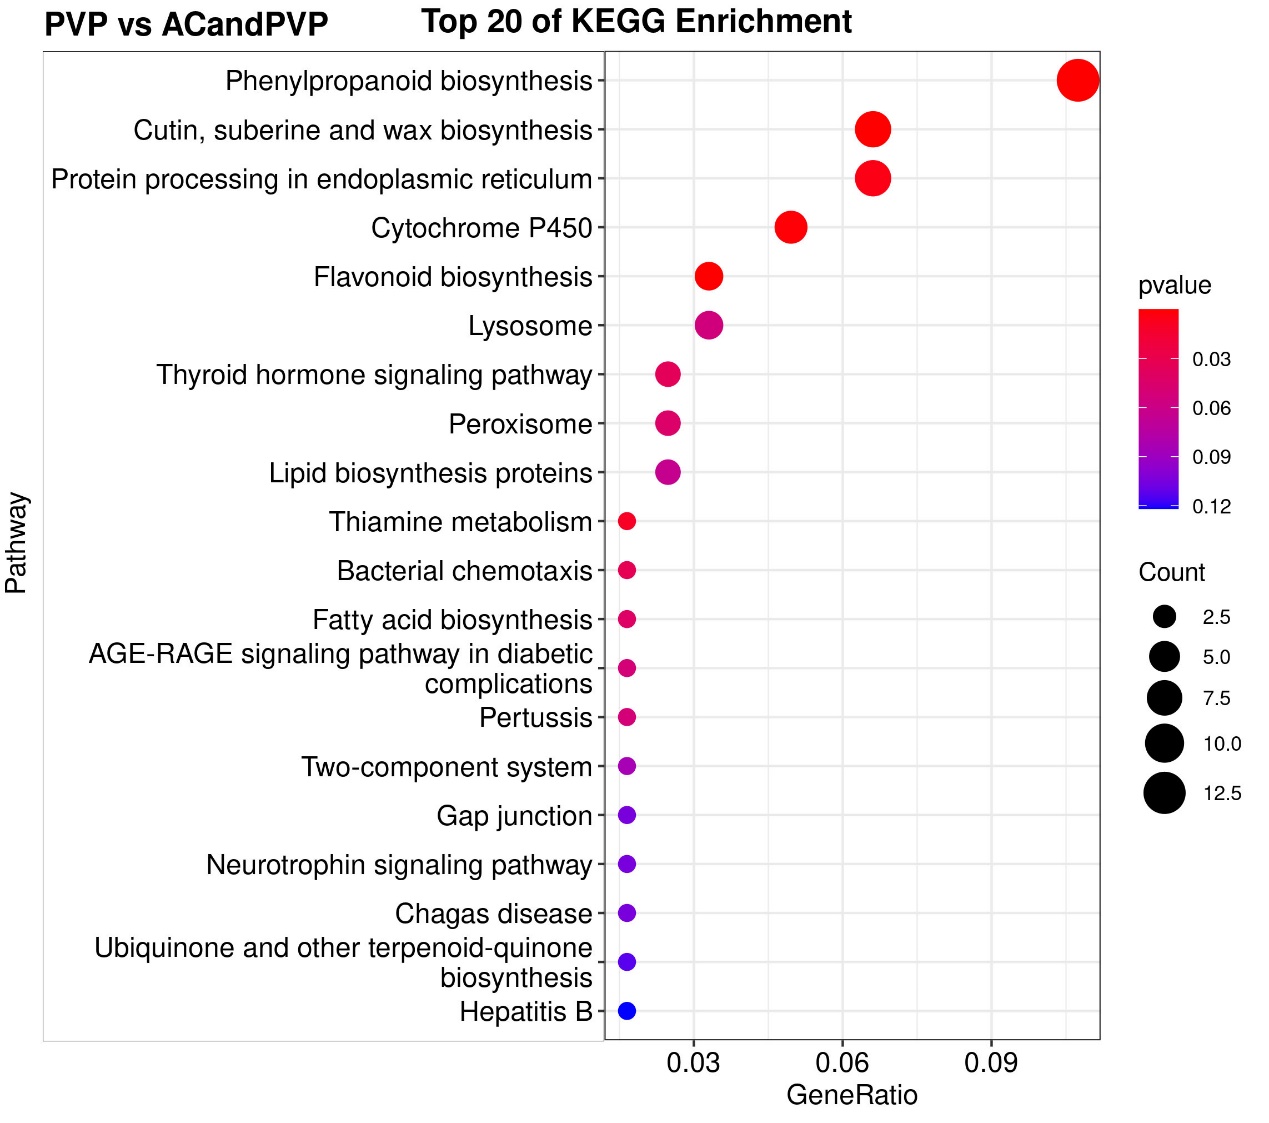

**Supplementary Figure S7.** The top 20 of the KEGG pathway enrichment of DEGs in the group of AC vs AC and PVP

The first 20 pathways with the smallest P values were used to draw the map, with pathway as the ordinate and enrichment factor as the abscissa (the number of differences in this pathway divided by all the numbers). The size of the circle indicated the number. The redder the color was, the smaller the P value was, and the pathway representing the redder the bubbles had more differential genes enriched

How the deposited data were processed for this re-analysis (not part of the article)

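RNA of peony "FengDan" embryo seedlings was measured in 12 libraries, 3 each of CK, PVP, AC, and AC and PVP, and samples were assigned to groups from the sample labels and the paper. The authors trimmed the reads with TrimGalore, assembled them with Trinity, aligned them to the assembly with Bowtie and gave an estimated count per unigene and library with RSEM, and these deposited estimated counts were the starting point here. Between 2.39% and 3.97% of all values per library, zeros included, were not whole numbers, and all were rounded before testing. Total counts per library ran from 11071691 to 25069044 with a median of 20067557.5. Normalization for library size was not in the values. Since the estimated counts come without unigene lengths, levels are CPM, counts relative to the library total, and not TPM.

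Unigenes with a count above 0 in at least 3 of the 12 libraries were kept, as in the paper's filter, which left 58247 and removed 72709. Groups were compared with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1) by TMM scaling and a quasi-likelihood fit of all 12 libraries, with Benjamini-Hochberg adjustment over all unigenes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1, and the standard error is the absolute log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0, the tool the paper's methods name, was run on the 2 groups of each comparison and on all libraries. The comparisons AC vs. CK, AC vs. AC and PVP, AC vs. PVP and AC and PVP vs. PVP are the paper's; PVP vs. CK, AC and PVP vs. CK and the interaction of AC and PVP were added. The mean AC effect, which sets the 6 libraries with AC against the 6 without, was added after the results were seen. Group means in the text are TMM-scaled, and sums over a gene list, shares within a list and the comparison of every library with AC against every library without are unscaled CPM of the library total. A level of 0 in a group was set at a floor of 3 counts over the group, which covers counting error only.

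The tests, lists and alternatives were fixed before the data were examined, except where stated. The fixed plan named edgeR's quasi-likelihood test but not which of its 2 ways of estimating the dispersion, and the newer one was chosen because it made fewer false calls on simulated data; the numbers of DEGs under all 4 combinations of that option and of robust estimation had been seen by then, and the other 3 are given as alternatives. The self-test simulated counts for AC vs. CK over 52342 unigenes with changes of known size. At changes of 2, 4, 8 and 16 times, edgeR recovered 2%, 38%, 76% and 82% of the changed unigenes, with 18 false of 117 calls. DESeq2 on 2 groups recovered 12%, 58%, 86% and 80%, with 65 false of 183 calls.

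The deposited counts give no gene names. Swiss-Prot names were taken from Supplementary Tables 2–5, which list the study's own DEGs, so the 24 gene lists built from them hold unigenes already called on these libraries, no enrichment was tested on them, and each count is also given adjusted over the list alone. The unigenes named in the text were chosen by a rule: every unigene the paper names by its identifier; for each comparison, among the called unigenes with a name, a mean log2 CPM over 0 and no overlap between the libraries of both groups, the 5 with the largest change in each direction; for each gene list described at a claim, up to 4 members with the smallest adjusted p and every PALY, 4CL2, 4CLL7 and COMT1; and the polyphenol oxidase PPO. Values in the paper's tables had been seen when the rule was written. From this set the text gives the members that belong to each conclusion.

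The alternatives tried were DESeq2 on 2 groups and on all libraries, edgeR on 2 groups only, size factors by RLE, library sizes only, the filterByExpr filter, no filter, the replicate number as a block, the adjusted p only, each library left out in turn, and for the correlations and expressed unigenes other scales and thresholds. Other splits of the libraries were counted, 10 for each pair of groups, 30 for the interaction and, added after the results were seen, 60 for the mean AC effect and 77 for it with 3 and 3 libraries at each PVP level. The enrichment of GO and KEGG terms, the qRT-PCR values and Supplementary Table 1, of which the first 1998 rows were at hand, were not used here. No reference genome was used.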

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

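The tests on the metallothionein and seed storage transcripts were chosen only after the results were seen, and the counts of other splits were planned.

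PVP vs. CK, a comparison the paper does not report, gave 410 DEGs by edgeR, 309 higher and 101 lower with PVP, a balance that rests on the scaling, since with library sizes only it was 171 to 975. The 10 splits of these 6 libraries are too few for a share under 0.05; only 1, the real one, gave as many, and the highest of the others gave 13. The count was 137, 267 and 4 without CK replicates 1, 2 and 3 and 40, 155 and 13 without PVP replicates 1, 2 and 3. AC and PVP vs. CK, also outside the paper's comparisons, gave 458 DEGs, 256 higher and 202 lower with AC and PVP, and 210 to 554 with library sizes only. Its 10 splits are likewise too few, with 1 giving as many and 139 in the highest of the others. That count was 165, 736 and 50 without CK replicates 1, 2 and 3 and 138, 208 and 50 without AC and PVP replicates 1, 2 and 3.

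The interaction of AC and PVP, which asks whether AC acts differently with and without PVP, was past both thresholds for 1 unigene by edgeR, TRINITY_DN14585_c0_g1, which has no name and was chosen after its values were seen. Its log2 fold change was 7.61 (SE 0.85, adjusted p = 0.0083), with 90.8, 207 and 205 CPM in the CK libraries, 0.296, 0.319 and 0.375 CPM in PVP, 104, 118 and 120 CPM with AC and 8.21, 66 and 58.3 CPM with AC and PVP. The PVP dose differs between the groups, 2 g/L in PVP and 2.5 g/L in AC and PVP. Of 30 splits 20 gave at least 1 such unigene and the highest of the others gave 122, so chance is not excluded for this count. Such splits may reflect a structure of the samples, which was not tested. Without 1 library the count ran from 0 (PVP replicates 1 and 2 and AC replicate 3) to 10 (CK replicate 1), with 8 without CK replicate 2, 4 without CK replicate 3, PVP replicate 3 and AC replicates 1 and 2, and 2 without AC and PVP replicate 2.

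The metallothionein unigene TRINITY_DN48538_c0_g1 (MT1) reached 2340 CPM in AC replicate 3 and 531 CPM in AC replicate 1 but 1.04 CPM in AC replicate 2, in a gene family the paper does not discuss. Library size is excluded as the cause, since the highest total count of the AC libraries is 1.03 times the lowest. The summed CPM of the 13 metallothionein unigenes was 21200, 21900 and 24200 in the AC libraries, a ratio of 1.14, but TRINITY_DN52038_c0_g1 (MT2) alone held 18300, 21300 and 16700 of it and the other 12 held 2910, 542 and 7480, a ratio of 13.8. The near-even total is thus set by 1 abundant unigene, and whether near-identical unigenes divided reads between them stays open. Whether the embryos of the pools carried different copies was not tested, so a genetic difference stays open too.

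Seed storage and oil body transcripts summed to 46200 CPM in CK replicate 2, above every other library, and the paper does not discuss them. By its label this library held no AC, so AC as its cause is ruled out by the design and not by a test. Its sum is 1.69 times that of the highest AC library. Across the tested unigenes its nearest library was one with AC. This was AC replicate 1 on CPM (r = 0.921), AC replicate 2 on log2(CPM + 1) (0.959) and AC and PVP replicate 1 by Spearman's rho (0.777). On CPM its r with the other CK libraries was 0.886 and 0.893. The cause of this likeness was not tested. Shares within the list over the 6 libraries above 1000 CPM do not settle whether a piece of seed tissue of fixed composition was mixed in. TRINITY_DN11307_c0_g1 (OLE) made up 0.745% to 1.61% of the sum in CK replicate 2, AC replicates 1 and 2 and AC and PVP replicate 2 but 13.2% in AC replicate 3 and 7.16% in AC and PVP replicate 3, a change of 14.7 times between libraries in which it is above 100 CPM. This goes against fixed composition for that member. Each other member above 100 CPM in at least 2 of these libraries changed by 1.28 to 3.89 times. At any level 7 of the 14 members changed by over 5 times (5 without AC replicate 3). Some of these lie near 0, such as TRINITY_DN6709_c1_g3 (JUGN4) at 0.101 CPM in AC replicate 3. Tissue of varied composition stays open. Library size is excluded, since total counts differ by 1.18 times within CK and 1.03 times within AC while the sums differ by 862 and 11.8 times. A slower use of seed reserves in some embryos is a biological explanation that was not tested.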

How the results depend on the processing

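The earlier and robust quasi-likelihood fits, the correlation without the 10 most abundant unigenes and the mean AC effect were chosen only after the results were seen; the other alternatives were planned. The counts of DEGs moved by over 1.5 times under most of them, and none of the named unigenes changed direction. Over 95 values of named unigenes, 77 of them past the threshold, 1202 values under alternatives lay on the same side of it, 53 moved past it and 328 no longer passed. The libraries held total counts of 11071691 to 25069044, with 3 pools of 10 embryos per group; how far each of these limits the calls was not compared.

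In the order AC vs. CK, AC vs. AC and PVP, AC vs. PVP, AC and PVP vs. PVP, PVP vs. CK and AC and PVP vs. CK and the interaction, the DEGs were 189, 4, 153, 41, 410, 458 and 1 as reported; the list counts, each in AC vs. CK, AC vs. PVP and AC and PVP vs. PVP, were 2, 10 and 1 phenylpropanoid enzymes and peroxidases lower, 4, 9 and 2 suberin, cutin and wax unigenes lower and 6, 4 and 4 non-specific lipid transfer proteins higher; and 21 DEGs were shared in direction by AC vs. CK and AC and PVP vs. PVP. With RLE factors the DEGs were 173, 2, 155, 38, 473, 450 and 1, the list counts 0, 11, 1, 4, 9, 2, 6, 4 and 3 and the shared DEGs 19. With library sizes only the DEGs were 236, 3, 163, 36, 1146, 764 and 5, the list counts 4, 8, 0, 5, 7, 0, 6, 5 and 4 and the shared DEGs 19. With the filterByExpr filter the DEGs were 144, 1, 131, 5, 839, 821 and 0, the list counts 0, 12, 0, 4, 9, 0, 5, 2 and 1 and the shared DEGs 2. With no filter the DEGs were 1880, 1053, 1741, 1916, 2445, 2803 and 1386, the list counts 8, 17, 12, 11, 14, 14, 26, 10 and 14 and the shared DEGs 452. With DESeq2 on all libraries the DEGs were 823, 35, 721, 328, 1688, 1583 and 106, the list counts 9, 18, 9, 11, 14, 10, 22, 5 and 5 and the shared DEGs 108. With DESeq2 on 2 groups (no interaction) the DEGs were 531, 83, 794, 678, 1606 and 1422, the list counts 8, 19, 10, 4, 14, 12, 21, 7 and 15 and the shared DEGs 107. With edgeR on 2 groups only (no interaction) the DEGs were 101, 13, 500, 446, 474 and 285, the list counts 0, 12, 4, 1, 13, 11, 6, 6 and 6 and the shared DEGs 30. With the earlier quasi-likelihood fit the DEGs were 259, 6, 229, 77, 567, 595 and 11, the list counts 5, 12, 3, 5, 13, 4, 8, 4 and 4 and the shared DEGs 36. With the robust fit the DEGs were 195, 2, 160, 38, 584, 657 and 2, the list counts 4, 12, 1, 6, 11, 3, 3, 2 and 1 and the shared DEGs 16. With the earlier robust fit the DEGs were 391, 8, 399, 203, 977, 1109 and 59, the list counts 5, 17, 9, 9, 14, 11, 1, 1 and 0 and the shared DEGs 60. With the adjusted p only no count of DEGs changed. No filter admits unigenes seen in 1 or 2 libraries; for all other changes the cause was not tested.

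With a replicate block the DEGs were 682, 48, 653, 429, 1297, 1433 and 98, the list counts 8, 16, 8, 9, 13, 11, 22, 6 and 6 and the shared DEGs 128. The paper writes that replicates were paired for each sample but names no shared batch, day or plant, and the counts show no pairing by number: 0 of 18 pairs of the same number had deviations from their group means with a correlation over 0.1, and 4 of 12 libraries correlated best with a library of their own number. The cause of the change under the block was not tested.

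Without 1 library, the DEGs ranged over 0 to 415, 2 to 20, 53 to 146, 5 to 181, 4 to 267, 50 to 736 and 0 to 10 in the same order, the list counts over 0 to 6, 3 to 11, 0 to 2, 0 to 8, 5 to 9, 0 to 4, 0 to 19, 1 to 4 and 0 to 4, and the shared DEGs over 0 to 29. The mean AC effect of 327 DEGs ranged over 97 to 565 and was 767 with DESeq2 on all libraries.

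Scaling moved the split of higher against lower DEGs, and so did the choice of fit. With library sizes only it was 71 to 165 in AC vs. CK (106 to 83 as reported), 1 to 2 in AC vs. AC and PVP (2 to 2), 60 to 103 in AC vs. PVP (36 to 117), 25 to 11 in AC and PVP vs. PVP (17 to 24), 171 to 975 in PVP vs. CK (309 to 101) and 210 to 554 in AC and PVP vs. CK (256 to 202). With RLE factors it was 0 to 2 in AC vs. AC and PVP and 314 to 136 in AC and PVP vs. CK. With the robust fit it was 95 to 100 in AC vs. CK and 286 to 371 in AC and PVP vs. CK. In AC and PVP vs. PVP it was 314 to 132 with edgeR on 2 groups only and 450 to 228 with DESeq2 on 2 groups. The median log2 fold change over all unigenes was -0.23, -0.02, -0.03, 0, -0.16, -0.12 and 0.22 as reported, and -0.57, 0, 0.16, 0.18, -0.76, -0.49 and 0.73 with library sizes only.

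The lowest Pearson's r within a group was 0.824 on CPM and 0.941 on log2(CPM + 1). It was 0.72 as Spearman's rho, and 0.58 on CPM without the 10 unigenes most abundant over all libraries. Unigenes expressed in all groups numbered 34619 as reported, 18804 with a count in every library and 17094 with at least 10 counts in a library, and 28859 to 29786 without 1 replicate of each group. Of 745 values of 45 other list counts under alternatives, 368 stayed within 1.5 times and 377 did not.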

Differences from the paper's values

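The earlier and robust fits of edgeR and their combination, the earlier robust fit, were chosen after seeing the values; the other settings below were planned.

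The paper's Supplementary Table 2 lists 532 DEGs in AC vs. CK, and edgeR gave 189 here; of the alternatives set before the data were examined, DESeq2 on 2 groups (531), the replicate block (682) and the fit without CK replicate 2 (415) come within 1.5 times of the paper's number and all others do not. The earlier robust fit, chosen after seeing the values, gave 391, also within 1.5 times, and drops 277 of the paper's 532. For AC vs. AC and PVP the paper's number is 83 and the value here 4; DESeq2 on 2 groups gave 83 and no other alternative came within 1.5 times. For AC vs. PVP the paper's number is 789 and the value here 153; DESeq2 on 2 groups (794), DESeq2 on all libraries (721) and the replicate block (653) come within 1.5 times and the others do not. For AC and PVP vs. PVP the paper's number is 678 and the value here 41; DESeq2 on 2 groups gave 678 and no other alternative came within 1.5 times. The thresholds are the paper's in all of these, and DESeq2 is the tool the paper's methods name, without stating whether it was run on 2 groups at a time; a supplementary legend writes DESeq2 or edgeR. Of the paper's DEGs, DESeq2 on 2 groups called 531, 83, 785 and 678 in this order edgeR with no filter 521, 83, 755 and 649, the replicate block 469, 28, 553 and 330, DESeq2 on all libraries 467, 17, 559 and 261, edgeR on 2 groups only 101, 13, 477 and 409, and edgeR on all libraries 185, 4, 150 and 40.

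The paper states that most phenylpropanoid genes, the 3 peroxidases among them, are upregulated in the comparisons with AC. In the paper's tables, the members of the phenylpropanoid and peroxidase list with lower levels in the group with AC number 8 of 9 in AC vs. CK, 19 of 22 in AC vs. PVP and 10 of 11 in PVP vs. AC and PVP. Here edgeR called 2 lower and 1 higher with AC in AC vs. CK, 10 lower in AC vs. PVP and 1 lower in AC and PVP vs. PVP. PER11 TRINITY_DN112784_c0_g1 had a log2 fold change of -5.43 in AC vs. PVP and -3.12 in AC vs. CK, and PER12 and PER64 had lower means with AC in both. Every unigene that the paper's tables mark as up, 224, 72, 492 and 450 in Supplementary Tables 2–5, is higher in the second of the groups named, and every one marked as down, 308, 11, 297 and 228, is higher in the first. On that scale all 41 of the paper's log2 fold changes compared have the sign found here, and the largest difference is 0.09. DESeq2 on 2 groups called PER12 TRINITY_DN649_c0_g1 and PER64 TRINITY_DN9029_c0_g1, which edgeR did not call in AC vs. CK, lower with AC there (adjusted p = 0.04 and 0.018), and all 3 peroxidases lower in AC and PVP vs. PVP (adjusted p of at most 0.03); edgeR with no filter did so too, and the replicate block and DESeq2 on all libraries did so for all of these except PER12 in AC and PVP vs. PVP. PER12 and PER64 were also called in AC vs. CK without CK replicate 2 (0.03 and 0.05), PER11 and PER64 in AC and PVP vs. PVP with edgeR on 2 groups only (0.0071 and 0.022), and PER64 there without AC and PVP replicate 2 (0.028). Of the fits chosen after seeing the values, the earlier one called PER11 and PER64 in AC and PVP vs. PVP (0.017 and 0.041), and the earlier robust one called PER12 in AC vs. CK (0.0045) and PER12 and PER64 in AC and PVP vs. PVP (0.046 and 0.014).

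The paper also states that cutin and suberin synthesis is strengthened by AC. In its tables the members of the suberin, cutin and wax list split 4 lower to 4 higher with AC in AC vs. CK, 14 to 1 in AC vs. PVP and 12 to 3 in PVP vs. AC and PVP, and edgeR called 4 lower and 1 higher, 9 lower and 2 lower here.

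The paper names 2 cytochrome P450 genes, TRINITY_DN6_c0_g2 and TRINITY_DN6_c0_g3, as DEGs in AC vs. AC and PVP and as key to the stronger roots of AC. Here edgeR gave an adjusted p of 0.78 and 0.76, with higher means in AC and PVP, while DESeq2 on 2 groups (adjusted p = 0.043 and 0.041) and edgeR with no filter (0.0026 and 0.000083) called both lower with AC. The paper names TRINITY_DN112784_c0_g1 as a DEG in PVP vs. AC and PVP, and adds that both groups have AC, which is true of AC vs. AC and PVP instead. In AC and PVP vs. PVP edgeR gave an adjusted p of 0.066, with the other settings given above; in AC vs. AC and PVP it gave 0.73, and DESeq2 on 2 groups (0.014) and edgeR with no filter (0.00027) called it lower with AC. The paper's photosynthesis and nucleosome terms in that comparison rest on DEGs of which edgeR called none here, while DESeq2 on 2 groups called 2 photosynthesis unigenes and 2 histones, edgeR with no filter 4 and 2, and the replicate block 1 photosynthesis unigene. Of the 19 unigenes of the qRT-PCR, described in the paper as DEGs, edgeR called 4, edgeR with no filter 19, DESeq2 on 2 groups 18, the replicate block and DESeq2 on all libraries 13 each, edgeR on 2 groups only 10 and library sizes only 5; the earlier and the earlier robust fit, chosen after seeing the values, called 5 and 7.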

Other observations

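In PVP vs. CK, a comparison the paper does not report, edgeR called 10 of 15 ubiquitin unigenes (tags for protein breakdown), 7 of 11 histones, 6 of 17 photosynthesis unigenes and 4 of 10 defensins higher with PVP and none lower, and 14, 9, 12 and 7 were higher adjusted over the list alone (with 2 photosynthesis unigenes and 2 defensins lower), which is not independent evidence for lists the study chose. The ubiquitin unigene TRINITY_DN19643_c0_g1 (UBIQ) stood at 79.2 ± 20.5 CPM with PVP and 10.8 ± 2.56 CPM in CK, TRINITY_DN44624_c0_g1 (R27AA), a ubiquitin fused to a ribosomal protein, at 239 ± 14 and 47 ± 5.83 CPM, and TRINITY_DN646_c2_g1 (PSBA), the core protein of photosystem II, at 36.1 ± 18.7 and 2.27 ± 1.12 CPM. The linker histone TRINITY_DN2803_c0_g1 (H1) had a log2 fold change of 2.81 (SE 0.43, adjusted p = 0.02, edgeR) and TRINITY_DN12560_c2_g1 (CB21), a light-harvesting protein, one of 4.15 (SE 0.67, adjusted p = 0.02). With library sizes only, 8, 6, 4 and 4 members were still higher although most DEGs were then lower. Without CK replicates 1, 2 and 3 and PVP replicates 1, 2 and 3 the ubiquitin count was 4, 7, 0, 2, 4 and 0, the histone count 4, 3, 0, 1, 6 and 1, the photosynthesis count 2, 4, 0, 1, 3 and 1, and the defensin count 2, 3, 0, 2, 2 and 0; of the 5 unigenes named 5, 2 and 3 missed the threshold without CK replicate 3 and PVP replicates 1 and 3 (adjusted p of 0.05 to 0.075).

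In AC and PVP vs. CK, 16 of 33 non-specific lipid transfer proteins, 5 of 17 photosynthesis unigenes, 5 of 10 defensins and 2 of 4 leaf polarity regulators were higher with AC and PVP and none lower, and 3 of 6 root development regulators were lower and 1 higher; adjusted over the list alone 27, 13, 8 and 4 were higher, with 1 lipid transfer protein and 2 photosynthesis unigenes lower, and 5 root regulators were lower and 1 higher, which is not independent evidence. Of 21 suberin, cutin and wax unigenes 3 were higher and 1 lower (4 and 9 adjusted over the list alone). TRINITY_DN3846_c0_g2 (PSBM), a subunit of photosystem II, stood at 260 ± 63.9 against 25.7 ± 8.23 CPM and TRINITY_DN3372_c0_g1 (AS1), which patterns leaves, at 12.1 ± 5.91 against 1.64 ± 0.222 CPM. TRINITY_DN4352_c1_g1 (PLET2), which maintains root stem cells, had a log2 fold change of -4.28 (SE 0.81, adjusted p = 0.024, edgeR), TRINITY_DN3617_c0_g1 (DRO1), a regulator of root angle, -2.88 (SE 0.59, adjusted p = 0.037) and TRINITY_DN3645_c0_g1 (MIZ1), which bends roots towards water, 2.12 (SE 0.4, adjusted p = 0.025). Without CK and then AC and PVP replicates 1, 2 and 3, the lipid transfer count was 7, 24, 3, 8, 8 and 6, the photosynthesis count 2, 7, 2, 5, 4 and 3, the defensin count 4, 6, 0, 4, 4 and 1, the root count 1, 4, 0, 0, 2 and 0 the leaf polarity count 2, 3, 1, 2, 2 and 2, the suberin, cutin and wax count 1, 3, 1, 2, 3 and 0 higher and 0, 5, 0, 0, 0 and 0 lower. PSBM and AS1 kept their calls in all 6 fits, and PLET2, DRO1 and MIZ1 missed the threshold without CK replicates 1 and 3 and each library of AC and PVP (adjusted p of 0.055 to 0.17).

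The mean AC effect, the 6 libraries with AC against the 6 without, was tested only after the results were seen, as were its splits and the tests on suberin transcripts below. By edgeR 133 unigenes were higher and 194 lower with AC, 327 in all. The fit held no term for PVP, so such a call need not hold in both groups with AC. TCTP TRINITY_DN10927_c0_g1 was called higher (log2 fold change 9.63, SE 1.72), although it was far lower with AC alone than with AC and PVP. The polyphenol oxidase TRINITY_DN5115_c0_g1 (PPO), which drives browning, averaged 21 ± 5.31 CPM with AC, 22.1 ± 7.61 CPM with AC and PVP, 61.2 ± 20.1 CPM in CK and 76.8 ± 47.9 CPM in PVP, a log2 fold change of -1.68 (SE 0.32, adjusted p = 0.025), and no single pair of groups passed the test by edgeR. DESeq2 on 2 groups called PPO lower in AC vs. CK, AC vs. PVP and AC and PVP vs. CK. On all libraries DESeq2 called it lower in AC vs. PVP and AC and PVP vs. PVP. Of the lists, 3 of 5 laccases and 11 of 21 suberin, cutin and wax unigenes were lower, with 2 of the latter higher, and 5 of 8 small heat shock proteins and 3 of 4 leaf polarity regulators higher (5, 14, 5 and 4 adjusted over the list alone, with 5 suberin, cutin and wax unigenes higher), again for lists the study chose. TRINITY_DN4988_c0_g1 (LAC3) had -3.84 (SE 0.67, adjusted p = 0.016), TRINITY_DN8297_c0_g1 (LAC5) -2.49, TRINITY_DN15387_c0_g1 (C86A1) -3 (SE 0.45, adjusted p = 0.0051), TRINITY_DN3210_c0_g1 (HS26M) 4.05, TRINITY_DN76361_c0_g1 (YAB1) 2.87, TRINITY_DN3372_c0_g1 (AS1) 1.86 and TRINITY_DN3944_c0_g1 (YAB5) 1.67. PPO missed the threshold without PVP replicates 2 and 3, each AC library and AC and PVP replicates 1 and 3, at an adjusted p of 0.055 to 0.081 (range over all 12 fits 0.0071 to 0.081), and without CK replicates 1 and 3, PVP replicates 2 and 3, AC replicates 1, 2 and 3 and AC and PVP replicates 1 and 3 there were 2, 2, 3, 2, 1, 3, 4, 3 and 3 of the 8 unigenes past the threshold no longer.

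Of 60 splits of the 12 libraries into 6 and 6, 2 gave as many DEGs as the split by AC, the real one included, and the highest of the others gave 433. Most of these splits divide the libraries with PVP unevenly. Of 77 splits that take 3 of the 6 libraries with PVP and 3 of the 6 without (60 drawn for this and 17 of the former), 2 gave as many, the real one included, and the highest of the others was again the split with 433. Both shares lie under 0.05, but the test was chosen after the results were seen and both counts hold that same split. Since that split gave more DEGs than the split by AC, chance as the source of the 327 is not excluded. The split with 433 sets CK replicate 1, PVP replicates 1 and 2, AC replicates 1 and 2 and AC and PVP replicate 2 against the rest. It may reflect a structure of the samples other than the groups, which was not tested. The 327 became 174, 565 and 183 without CK replicates 1, 2 and 3, 194 and 180 without PVP replicates 2 and 3, 172, 145 and 97 without AC replicates 1, 2 and 3, and 142 and 115 without AC and PVP replicates 1 and 3. The 11 suberin, cutin and wax unigenes became 7 without PVP replicate 3, 7, 6 and 4 without AC replicates 1, 2 and 3, and 6 and 7 without AC and PVP replicates 1 and 3, the 2 higher became 4 without CK replicate 2, 3 without PVP replicate 1 and 0 without any other library, the 3 laccases 1 without AC replicate 3, the 5 small heat shock proteins 3 without AC replicate 1, and the 3 leaf polarity regulators 1 without CK replicates 1 and 3, PVP replicate 2, AC replicates 2 and 3 and AC and PVP replicates 1 and 3. For the paper's comparisons 10 splits of 6 libraries are too few for a share under 0.05. The real split gave 189 and the highest other 7 in AC vs. CK, 4 and 4 in AC vs. AC and PVP, 153 and 1 in AC vs. PVP, and 41 and 1 in AC and PVP vs. PVP; splits with as many, the real one included, numbered 1, 2, 1 and 1.

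In 7 unigenes every library with AC lay above 5 times every library without it, and in none the other way; they were chosen after their values were seen. They include 4 non-specific lipid transfer proteins named NLTPC, which may be copies or pieces of fewer genes, and the peptide transporter TRINITY_DN331_c1_g1 (PTR1). In unscaled CPM of the library total, the lowest library with AC and the highest without held 28.4 and 2.68 CPM for TRINITY_DN1059_c0_g1 (NLTPC), 5.34 and 0.0973 CPM for TRINITY_DN35416_c0_g1 (NLTPC), and 7.03 and 0.375 CPM for PTR1.

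Suberin, cutin and wax unigenes were lower in AC than in PVP for 9 of 21 by edgeR, while the paper reports roots in AC and none in PVP. Scaling between libraries is excluded as the whole cause: with library sizes alone the 9 had log2 fold changes of -2.25 (SE 0.4) or lower, and the median over all unigenes moved only from -0.03 to 0.16. The calls on TRINITY_DN19942_c0_g1 (AB6G) and TRINITY_DN9447_c0_g1 (GPAT6) ended there, with -2.63 (SE 0.47) becoming -2.32 (SE 0.5) and -2.6 (SE 0.48) becoming -2.34 (SE 0.51), since the smaller folds and wider errors gave an adjusted p of 0.066 and 0.068. A smaller share of root tissue in the AC libraries would run against the rooting the paper reports, and its test does not decide: the 6 regulators of root development had a median log2 fold change of -0.81 between AC and PVP against -2.12 for the suberin list. The 9 became 5 without PVP replicate 3 and without AC replicates 1 and 2. Tissue shares were not measured, so an effect of AC on suberin synthesis was not separated from a change in the make-up of the seedlings.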
